# Co-translational profiling in the cardiac endothelium in response to LPS-induced inflammation in female mice *in vivo*: a proof-of-concept approach

**DOI:** 10.1007/s11010-026-05551-9

**Published:** 2026-04-28

**Authors:** Chad M. Warren, Bhairavi Swaminathan, Paulina Langa, Stephanie R. Villa, Walter C. Thompson, Magdalena Chrzanowska, Jan K. Kitajewski, R. John Solaro, Beata M. Wolska, Paul H. Goldspink

**Keywords:** Heart, Endothelium, Translatome, Ribosome, Lipopolysaccharide

## Abstract

Producing functional proteins involves multiple steps during mRNA translation on the ribosomes. However, co-translational regulatory mechanisms remain poorly characterized in intact mammalian systems. As a proof-of-concept, we developed a multi-omics approach to investigate endothelial-specific, co-translational regulation by modifying the translating ribosome affinity purification (TRAP) in vivo. We simultaneously co-immunoprecipitated (IP) polysome-associated mRNAs and proteins from the hearts of hemagglutinin-tagged ribosomal protein L22 mice (RiboTag) crossed with inducible endothelial-specific *Cdh5CreERT2* mice (*RiboTag*_*EC*_). To perturb endothelial function, female mice were injected with E. *coli* lipopolysaccharide (LPS) (6 mg/Kg, i.p., 12 h). Hearts were homogenized, with ~ 10% used for input RNA-Seq and proteomics controls, and the remainder for IP of ribosome-bound polyadenylated mRNA and proteins. Endothelial cell transcripts (*pecam1*, *cdh5*) were enriched > 5-fold, while markers characteristic of other cell types were significantly depleted (< 0.05 q-value). We aligned transcriptomic and proteomic datasets (> 1250 overlapping terms) to identify pathways associated with concordant and discordant co-translational regulation. LPS was identified as the upstream regulator of the co-translational dataset that was concordantly regulated. Upregulated mRNAs but not proteins related to glycolysis were discordantly regulated. These findings validate our proof-of-concept multi-omics approach as a predictive platform for identifying disease-relevant pathways regulated at the co-translational level *in vivo.*

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11010-026-05551-9.

## Introduction

Proteins serve as functional, structural, and regulatory molecules in cells, playing an essential role in the homeostasis of tissues and the complex physiological functions of organs. The regulation of protein production is initiated by key processes coupling messenger RNA translation with nascent polypeptide maturation on the ribosome. During normal growth of eukaryotic cells, approximately 5 million ribosomes translate mRNAs to produce proteins at a rate of roughly 10^6^ proteins per minute [1].

Tools that enable the investigation of molecular regulation of DNA and changes in the composition of cell-specific mRNA and proteins are central to understanding the complex interactions in health and disease in both model organisms and humans. Gene expression analysis is a powerful approach that can provide insight into how genes respond to extracellular signals and their cellular function. Because gene expression is precisely regulated, it can act as an “on/off switch” and a rheostat that fine-tunes protein levels in different cell types and conditions. Over the last decade, several technological advances have enabled the analysis of large numbers of genes, and with current RNA-Seq-based technologies, the transcriptome within individual cells can now be measured in depth [2]. Single-cell isolation and separation from complex tissues are critical steps in single-cell RNA sequencing scRNA-seq, often requiring tissue processing and specialized equipment. This technology permits quantitative analysis of transcriptomic profiles of hundreds of thousands of cells, cellular identity, and heterogeneity from complex tissues [3]. However, complementary approaches that examine and quantify the proteins translated from those transcripts remain comparatively limited and less well established.

Single-cell proteomic approaches aimed at studying the translation of proteins identified with scRNA-Seq are presently at the forefront of technological development and offer the capability to examine protein translation at remarkable resolution [4]. Despite the potential power of this approach, there are challenges associated with isolating specific cell types to sufficient purity and abundance, the inability to amplify proteins for in-depth mass spectrometry, and, if feasible, the eventual move into the in vivo environment. To date, most multi-omics studies in isolated cells have usually been performed in parallel to combine bulk transcriptomic and proteomic datasets or have developed computational tools to align datasets to provide insight into protein translation [5–10]. As such, some studies have shown a poor correlation between mRNA and protein profiles in response to extracellular signaling and injury, highlighting the different regulatory mechanisms at the transcriptomic and proteomic levels involved in the overall regulation of protein abundance [11–14].

To overcome some of these limitations, we developed a proof-of-concept multi-omics approach to investigate co-translational regulation by simultaneously analyzing the actively translating transcriptome and proteome in the endothelium of the mouse heart in vivo. We developed methods to co-immunoprecipitate polysome-associated endothelial-specific mRNA and proteins as they are translated on the polysome. Sensitive and quantitative RNAseq and proteomic data allowed us to interrogate, for the first time, the “functional translatome” in an intact mammalian organ in vivo. An advantage of studying cotranslational complexes in their physiological environment is the ability to analyze cell- or tissue-specific interactions that might not otherwise occur in vitro.

Several steps regulate which mRNAs are translated, and cellular protein abundance is mainly controlled at the ribosomal translation initiation step. The ribosomes also function as an organizing hub for chaperones and modifying enzymes that help coordinate the timing of polypeptide folding with specific regulatory protein networks to maintain proteome integrity [15–17]. Ribosomal proteomics and profiling (Ribo-Seq) have provided significant insight into ribosomal protein diversity and ribosomal regulation of translation and co-translational events. Within the context of these studies, it is recognized that ribosomal protein heterogeneity and ribosome-associated proteins can play vital roles in regulating the translation of different mRNAs in cells from various tissues [18, 19]. Advances in ribosomal profiling techniques, which capture mRNA bound to ribosomes to identify mRNA-protected fragments, have enabled the study of translation kinetics and the inference of protein translation in animal models and human disease in vivo [20, 21]. Even though these studies have enabled analysis of specific cell types within complex tissues, the roles of ribosomal composition and the translation of signaling proteins and networks in response to physiological and pathophysiologic changes in an organism remain largely unknown. This gap primarily stems from a paucity of approaches for simultaneously isolating cell-specific ribosomes, mRNAs, and proteins from tissues for quantitative analysis in vivo. Consequently, we hypothesized that the ribosomal protein epitope-tagged transgenic reporter mouse (RiboTag) could enable spatial regulation of protein production at the polyribosome/mRNA complex in vivo. This model permits crosses with cell-specific inducible Cre-recombinase driver lines and was initially developed to facilitate the isolation of cell-specific translating mRNAs on the polyribosomes in vivo [22]. Thus, in this proof-of-concept study, we adapted this technology to isolate and quantify proteins within the polyribosome/mRNA complex in heart endothelial cells in response to inflammatory stress *in vivo.* Our data demonstrated that transcripts and proteins were concordantly regulated within our datasets, enabling us to identify changes in endothelial-specific signaling pathways in response to a known stimulus by analyzing actively co-translating transcript and protein networks in *vivo.* Moreover, transcripts and proteins that are discordantly regulated within our datasets indicate co-translational control of cellular processes that would not be evident with transcriptomic analysis alone.

## Materials and methods

### RiboTag_EC_ mouse model

The IACUC of the University of Illinois, Chicago, approved all animal protocols (Protocol #18 − 012), which also conforms to the US Public Health Service Policy on Humane Care and Use of Laboratory Animals. The reported methods comply with the ARRIVE guidelines (https://arriveguidelines.org/arrive-guidelines). RiboTag (*Rpl22*^*HA/+*^*)* [22] mice were kindly provided to the Kitajewski lab for use by Peter Canoll (Columbia University, New York City, NY). Endothelial-specific VE-cadherin-Cre mice (*Cdh5*^*CreERT2*^) [23, 24] were developed by Ralf Adams Laboratory at the London Research Institute and obtained under an MTA with Cancer Research Technology Limited, UK, with Drs. Kitajewski and Goldspink. The resulting *Cdh5-Cre*^*Tg/Tg*^*/RiboTag*^*flox/flox*^ (RiboTag_EC_) cross (Fig. 1) was maintained in a C57BL6/J background as previously described [25, 26]. Tamoxifen was prepared in corn oil at 20 mg/ml and injected intraperitoneally at 200 mg/kg for 5 consecutive days, beginning at 3–4 weeks of age, to induce Cre recombination [27]. No adverse effects of tamoxifen were found in any animals post-injections, so all animals were included in the study. All animals in this study were females and 4–5 months old at the time of the experiment. For this proof-of-concept study, we chose to use females to improve survival outcomes following LPS treatment, as estrogen is known to exert vascular-protective and immune-modulatory effects [28, 29], thereby enabling a more reproducible approach with fewer mice. The multi-omic approach used a biological *n* = 4 per group, and the animal group assignment was randomized via https://www.graphpad.com/quickcalcs/randomize1/. One group received saline (Sal); the other received 6 mg/kg [30] *E. coli* O111:B4 bacterial lipopolysaccharide (LPS) from Sigma-Aldrich (Cat # L2630), and all were injected intraperitoneally. Our experimental study design excluded animals that died during LPS or saline administration or did not survive the 12 h incubation; however, no exclusions were necessary. The study design was a binary comparison between LPS and saline in endothelial-enriched (IP, immunoprecipitation) heart tissue or in non-enriched whole-heart homogenate (IN, input). The four binary comparisons were IP LPS vs. IP Sal, IN LPS vs. IN Sal, IP Sal vs. IN Sal, and IP LPS vs. IN LPS. Mice were euthanized 12 h after LPS or saline injection by anesthetizing with Ketamine (200 mg) + Xylazine 20 mg/kg via IP. When an adequate depth of anesthesia was attained, as determined by the absence of the toe-pinch reflex, mice were euthanized by cervical dislocation. A cardiectomy was performed, and the heart was rinsed in ice-cold saline, flash-frozen in liquid nitrogen, and stored at −80 °C until use. Additional animal hearts were prepared as described for the Western blot and immunohistochemical (IHC) validation experiments described below. A female wild-type C57BL6/J mouse heart was a negative control and was prepared for proteomics to account for non-specific binding to the HA-bound Dynabeads described below.

**Fig. 1:**
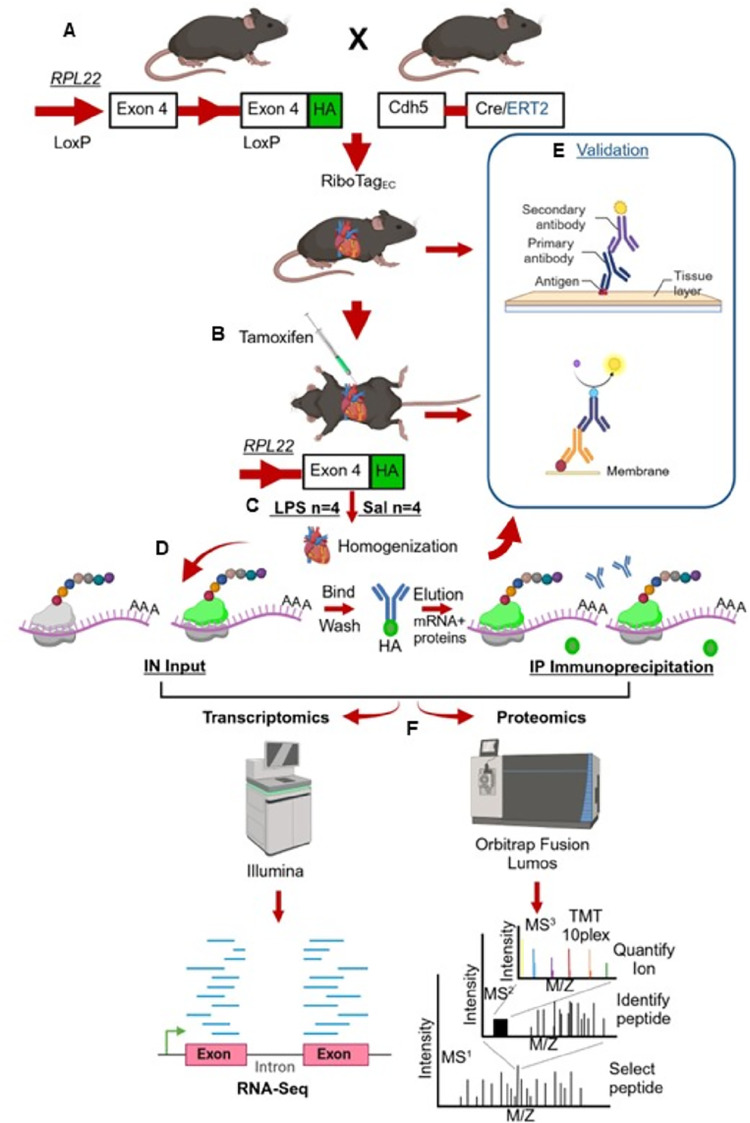
Workflow diagram of the “functional translatome” discovery approach. **A**, The HA-tagged ribosomal protein L22 (RPL22) reporter mouse (RiboTag) was crossed with a tamoxifen-inducible endothelial-specific Cdh5-CreERT2 mouse (RiboTag_EC_), allowing simultaneous endothelial-specific immunoprecipitation (IP) of mRNA and nascent proteins. **B**, Tamoxifen was injected intraperitoneally with a dose of 200 mg/kg [27] for 5 consecutive days, beginning at 3–4 weeks of age, to induce Cre recombination. **C**, The mice were injected with lipopolysaccharide (LPS) (6 mg/Kg [30], i.p. 12 h) or saline (Sal) to determine the effects of LPS. **D**, The excised mouse hearts were homogenized and processed for input (IN) and IP samples. **E**, Additional samples were collected for validation by immunohistochemistry and Western blot analysis. **F**, Four biological replicates were then analyzed by RNA-Seq and quantitative proteomics. Created with BioRender.com

### Multi-omics ribosome immunoprecipitation (IP) for transcriptomics and proteomics preparation

Samples were prepared concurrently for transcriptomics and proteomics from the same heart. Dynabeads from Life Technologies (cat # 10002D) were used to immunoprecipitate (IP) the HA-tagged ribosomal protein L22 from coronary endothelial cells. The Dynabeads (50 µl of slurry) were prepared by removing the storage buffer and washing the beads two times in 100 µl each of IP wash buffer (mM): 20 Tris-HCl, 250 NaCl, 15 MgCl_2_, 100 µg/ml cycloheximide, 0.5% (v/v) Triton X-100, 0.16U/µl SUPERase RNase inhibitor (Invitrogen #AM2696), 0.012U/µl Turbo DNase (Invitrogen #AM2238), 0.5X Halt protease inhibitor and 0.5X EDTA (Thermo Scientific #78430). A rabbit-anti-HA-antibody (Abcam # ab9110) at 1 µg/µl was diluted to 0.05 µg/µl in a total of 100 µl of IP binding buffer (mM): 20 Tris-HCl, 250 NaCl, 15 MgCl_2_, 100 µg/ml cycloheximide, 0.5% (v/v) Triton X-100. The diluted antibody was then added to the washed Dynabeads and incubated at room temperature for 30 min with continuous, gentle mixing. The diluted antibody was then separated, and the beads were washed once with 100 µl of IP binding buffer, stored in 100 µl of IP binding buffer at 4 °C, and used within 24 h.

The frozen hearts (~ 100 mg) were homogenized in lysis buffer (mM): 20 Tris-HCl, 150 NaCl, 15 MgCl_2_, 100 µg/ml cycloheximide, 1% (v/v) Triton X-100, 1 DTT, 0.3U/µl SUPERase RNase inhihitor (Invitrogen #AM2696), 0.024U/µl Turbo DNase (Invitrogen #AM2238), 1X Halt protease inhibitor and 1X EDTA (Thermo Scientific #78430) at a 1:10 tissue: buffer ratio on wet ice with a Duall homogenizer. The samples were spin clarified at 9,400 X g for 10 min at 4 °C, and 10% of the total supernatant was split into two tubes as input (IN) for transcriptomics and proteomics. The remaining supernatant (90% v/v) was divided in half and added to two tubes as IP for transcriptomics and proteomics using HA-bound Dynabeads, and incubated with gentle mixing for 2 h at 4 °C. The sample was magnetically separated from the Dynabeads and washed 3 times with 800 µl IP wash buffer. The washed Dynabeads were then eluted for transcriptomic and proteomic analyses, as described below.

### RNA preparation, sequencing, and data processing

Immunoprecipitated RNA was purified from the Dynabeads with an RNeasy Plus Mini Kit (Qiagen cat #74134) following the manufacturer’s protocol with minor modifications. Washed beads were eluted twice for 5 min each at room temperature with 300 µl of RLT with β-mercaptoethanol. The IN samples were diluted (at least 10-fold) to a final volume of 600 µl at room temperature with RLT buffer plus β-mercaptoethanol. One additional 500 µl wash with RPE buffer was added to the protocol, along with a 10 min room-temperature incubation with 40 µl RNase-free water, which was added to the center of the spin column, centrifuged, and then reapplied to elute the RNA. The purified RNA was quantified and quality-checked using NanoDrop, Qubit, and an Agilent 4200 tape station (all RIN values > 8.5) at the Genomics Research Core within the Research Resources Center at the University of Illinois, Chicago. A total of 16 samples were sequenced at a depth of ~ 20 million 150-base paired-end reads using an Illumina NovaSeq 6000 PE150 from the services of Novogene Corporation. The 16 samples comprised four experimental groups: IP Sal, IP LPS, IN Sal, and IN LPS, with a biological *n* = 4 in each group. The IN grouping represents the total mRNA from the whole heart extract, while the IP group is the ribosome-bound mRNA specific to the endothelium. The reads were mapped to the mouse transcriptome UCSC/mm10 using STAR aligner (v. 2.5.2b) [31] and processed with Samtools (v. 1.4.1). The bam files were processed using FeatureCounts [32] (Subread package, v.1.5.2) to obtain raw counts. DESeq2 [33] (v. 1.18.1) was used to identify differentially expressed genes, and GraphPad Prism 10.2.2.

### Protein peptide generation

Nascent proteins were purified from the Dynabeads by eluting with 30 µl of IP elution buffer (mM): 5% (w/v) SDS, 20 DTT, 8 M urea, 100 Glycine, pH 7.55, and incubating for 5 min at 95 °C, then re-applying the elution buffer and repeating once. The IN samples were diluted with an equal volume of 10% (W/V) SDS, 40 mM DTT. The concentration of the samples was determined with a Pierce 660 nm protein assay (Pierce #22660) with the addition of the ionic detergent compatibility reagent following the manufacturer’s protocol. All samples were diluted with IP elution buffer to no more than 80 µg of protein in 25 µl and incubated for 20 min at 30 °C to reduce. The samples were then alkylated with 40 mM iodoacetamide for 30 min at room temperature in the dark. S-TRAP micro spin columns (Protifi #C02-micro-80) were used as directed by the manufacturer’s standard protocol with minor modifications to digest the samples. The peptides were digested with Trypsin/Lys-C (Promega #V5071) at a 1:10 enzyme: protein ratio in 50 mM triethylammonium bicarbonate (TEAB), pH 8.5, for 1 h at 47 °C in a thermomixer without shaking. The peptides were eluted according to the manufacturer’s protocol, with the elution step repeated once, and two eluates pooled. The pooled peptide eluates were evaporated to dryness using a SpeedVac and stored at −80 °C.

### Isobaric TMT labeling and high-pH-reverse-phase fractionation

The pooled peptide samples were resuspended in 50 µl of 50 mM TEAB pH 8.5 and 8 M urea, and the peptide concentration was determined using Pierce’s Fluorometric peptide assay (#23290) following the manufacturer’s recommendations. All peptide samples were diluted to the same concentration, and ~ 16% (v/v) was removed from each sample and equally mixed to serve as an internal global standard. The peptide samples (2.6 µg each) were randomly isobarically labeled to minimize labeling bias with Thermo Fisher Scientific’s TMT (Tandem Mass Tag) 10-plex reagents (cat# 90110; lot# TJ268160) following the manufacturer’s recommendations, with all volumes proportionally scaled to the amount of peptide labeled. The labeled and quenched samples were then equally mixed into two separate experiments (1 + 2) due to the number of samples. The non-transgenic negative control hearts did not yield enough protein following IP to TMT label compared to the RiboTag samples, making the comparison invalid. Consequently, they were not included in the quantitation (TMT channel 131 experiments 1 + 2) but were mixed with the other TMT channels, indicating that the immunoprecipitation was successful. The internal global standard was labeled with the TMT126-channel for both experiments. The two separate experiments were evaporated to dryness using a SpeedVac and stored at −80 °C until the high-pH reverse-phase fractionation was performed.

The TMT-labeled peptides were resuspended in 300 µl of 1.5% (v/v) trifluoracetic acid (TFA) to clean and fractionate with Pierce’s high-pH-reverse-phase kit (cat# 84868) with modifications previously described [34]. The 12 fractions from each experiment were evaporated using a SpeedVac and resuspended in 25 µl of 25% (v/v) acetonitrile and 0.1% formic acid. The concentration of the peptides was determined using Pierce’s colorimetric peptide assay (Cat# 23275) according to the manufacturer’s protocol. The 12 fractions from each experiment were then evaporated using a SpeedVac, and the amount of peptide was recorded for each fraction. The fractions were then sent to the UC-Davis Proteomics Core Facility to run in a Thermo Scientific Orbitrap Fusion Lumos.

### Mass spectrometric data acquisition

The peptide fractions were resuspended in 2% (v/v) acetonitrile and 0.1% (v/v) formic acid. 800 ng of each peptide fraction was injected in 6 µl sequentially with an Ultimate 3000 RSLCnano UHPLC in conjunction with an EASY-Spray source operating in the positive ion mode into the Thermo Scientific Orbitrap Fusion Lumos. A Thermo Scientific Acclaim PepMap 100 C18 reversed-phase column (DX164199, 100 μm X 20 mm, 100 Å, 5 μm) trapped the peptides, and the separating column was a C18 reverse-phase Thermo Scientific column (ES802, 75 μm X 250 mm, 100 Å, 2 μm). The peptides were eluted with an acetonitrile gradient from 2 to 50% over 180 min with a flow rate of 200 nl/min at 40 °C. Data were acquired on the Orbitrap Fusion Lumos using the parameters as previously described, with minor modifications [34, 35]. An Orbitrap survey scan was performed from 350 to 1600 m/z with a resolution of 120 K and a target of 5 × 10^5^ ions or a maximum injection time of 50 ms. Data-dependent MS/MS spectra were acquired in the linear ion trap operating in turbo mode, using collision-induced dissociation at 35% energy and an activation Q of 0.25. The MS/MS spectra were acquired with a target of 1 × 10^4^ ions or a maximum of 50 ms, an isolation mass window of 0.7 m/z, charge states 2–7, and a 60 s dynamic exclusion. Synchronous precursor selection with up to 10 precursors was selected for MS3 with higher-energy collisional dissociation at 65% energy, a mass range of 100–500 m/z, resolution of 50,000, and a target of 1 × 10^5^ ions or a maximum injection time of 105 ms. A precursor selection range of 400–1200 m/z was used along with an isolation window of 2 m/z and a fixed cycle time of 3s.

### Mass spectrometric analysis and TMT quantification

Thermo raw data files were obtained from the UC-Davis Proteomics core, and the data were searched using PEAKS Studio v11.5 build 20,230,821 (Bioinformatics Solutions Inc.). Database search parameters were conducted with a precursor mass tolerance of 10 ppm, a fragment mass tolerance of 0.5 Da, and trypsin specified as the proteolytic enzyme, allowing up to two missed cleavages. One fixed modification (TMT10plex + 229.16) and three variable modifications (carbamidomethylation + 57.02, carbamylation + 43.01, oxidation M + 15.99) were specified with a maximum of 3 variable modifications per peptide. The database alignment was performed against a reviewed mouse UniProtKB Swiss-Prot database (downloaded on Aug 8th, 2023), with 17,735 entries using a decoy-fusion approach, allowing for a more conservative false discovery rate (FDR) estimation [36]. A contaminant database cRAP (downloaded March 4th, 2019), from www.thegpm.org/crap/ was used for a contaminant database. The deep learning boost was applied alongside peptide and protein group FDR cutoffs of 1% and 5%, respectively. Positive protein identification required at least 2 unique peptides. For data refinement, the chimera association was set to false, while mass correction was enabled.

The initial TMT quantification was first performed in PEAKS Studio v11.5 build 20,230,821 (Bioinformatics Solutions Inc.). Normalized data were exported to an Excel file and statistically analyzed by GraphPad Prism 10.2.2 and OriginPro 2024 (64-bit) SR1. The initial PEAKS Studio analysis was conducted with a mass tolerance of 10 ppm on the MS3 reporter ion without purity correction. Both intra- and inter-normalization were performed utilizing the total ion counts method, and the modified peptide forms were excluded from quantification. Inter-experimental normalization was performed using a global internal standard (TMT channel 126) to link the two TMT-labeled experiments. In each binary comparison (IP LPS vs. IP Sal, IN LPS vs. IN Sal, IP Sal vs. IN Sal, and IP LPS vs. IN LPS), a reference label was assigned in PEAKS Studio for intra-auto-normalization and ratio purposes. The reference label for each binary comparison was chosen based on the appropriate control group (input or saline) and the TMT channel with the highest number of peptide identifications. Reference channel proteins were required for all comparisons. In each case, the reference labels were derived from experiment 2, with the following TMT channels assigned: 128 N for IP LPS vs. IN LPS; 129 C for IP LPS vs. IP Sal; 130 C for IN LPS vs. IN Sal, and IP Sal vs. IN Sal. The normalized data was exported to an Excel document for further analysis, as described in the statistical analysis section below.

### Immunohistochemistry validation

A new set of hearts was collected as described above for immunohistochemistry validation. Hearts were rapidly sectioned at the midpapillary level, placed into embedding cassettes, and fixed in 10% neutral buffered formalin (Milipore-Sigma, HT501128). Samples were then washed and stored in 70% (v/v) Ethanol. Fixed samples were paraffin-embedded, and non-consecutive transverse sections were cut and mounted onto microscope slides (Research Histology Core, UIC). Slides were baked at 60 °C for 20 min and deparaffinized in 100% xylene (2 × 7 min), followed by rehydration through a graded ethanol series (100% for 2 × 5 min, 95% for 5 min, 70% for 5 min, and 50% for 5 min). Sections were then rinsed in distilled water for 20 min. Antigen retrieval was performed using Tris-EDTA buffer (mM): 10 Tris-base, 1 EDTA, 0.05% (v/v) Tween 20, pH 9.0 at 95 °C for 90 min [37, 38].

Slides were blocked in 5% BSA in phosphate-buffered saline (PBS, Corning # 46-013-CM) 0.1% (v/v) Tween 20 (PBST) for 1 h at room temperature. To label the endothelium, slides were incubated in rat monoclonal anti-CD31 antibody (1:10, cat. DIA-310, Dianova), and to detect the HA epitope, a rabbit polyclonal anti-HA antibody (1:100, cat. ab9110) was used with both antibodies diluted in 1% BSA PBST and incubated overnight at 4 °C. Slides were washed three times, 5 min each with PBST, and then incubated for 2 h at room temperature with secondary antibodies diluted to 1:500 in 1% (w/v) BSA in PBST: donkey anti-rat Alexa Fluor 594-conjugate (ThermoFisher cat# A21209) for CD31 and chicken anti-rabbit Alexa Fluor 488-conjugate (ThermoFisher cat# A21441) for HA. Slides were washed three times for 5 min in PBST and incubated with DAPI (4’,6-diamidino-2-phenylindole) for 20 min at room temperature for nuclear counterstaining. Slides were washed in PBST and mounted with a mounting medium that preserves fluorescent signal (Thermo Fisher Scientific, P10144).

All slides were imaged using a confocal microscope Zeiss LSM880 (Germany) fitted with a C-Apochromat 40x/1.2 W Korr FCS M27 objective. Airyscan imaging was performed at a resolution of 1024 × 1024 pixels with 16-bit depth, focusing on the regions of interest. Standard confocal acquisition was performed using a GaAsP photomultiplier tube with a Quasar detector (GaAsP), flanked by multi-alkali PMTs. Emission light was filtered through emission filters (EF5), and signal intensity was modulated using acousto-optical tunable filters to optimize brightness. Fixed slides were imaged at room temperature with ZEISS Black 2.3 SP1 acquisition software, and image analysis was performed with ZEISS Blue edition 3.2. Fluorochromes and their respective excitation/emission maxima were as follows: Alexa Fluor 488 (494 nm/517nm), Alexa Fluor 561 (558 nm/575nm), and 4′,6-Diamidino-2-phenylindole (350 nm/465 nm). The beam splitters used were MBS 488/561/633, MS INVis MBS-405, and DBS1: SBS LP 660.

### Immunoblot validation

An additional cohort of hearts was collected and homogenized as described above; however, instead of enzymatic digestion, the samples were diluted in 8 M urea, 5% (w/v) SDS, 100 mM glycine, pH 5.8, and 50 mM β-mercaptoethanol, then separated by 15% SDS-PAGE gel, as previously described [30]. Proteins were transferred to nitrocellulose 0.2µ membrane in 10 mM CAPS, pH 11.0 [39], at 20 V for 90 min in a Criterion transfer cell. The membrane was stained with Swift stain (G Biosciences, Cat# 786 − 677) according to the manufacturer’s instructions and used as a qualitative loading control. The immunoblot was blocked in 5% (w/v) non-fat dry milk diluted in Tris-buffer saline (50 mM Tris-base pH 7.5, 200 mM NaCl) with 0.01% (v/v) Tween-20 (TBST). The membrane was incubated overnight at 4 °C with a rabbit anti-HA primary antibody (Abcam # ab9110) diluted 1:10,000 in blocking buffer. Following three 5 min washes with TBST, the membrane was incubated for 90 min at room temperature with an HRP-conjugated anti-rabbit secondary antibody (Cell Signaling # 5127) diluted 1:20,000 in blocking buffer. After 3 additional washes with TBST, signal was developed using SuperSignal West Femto chemiluminescent substrate (ThermoScientific Cat# 34096) and imaged with a Chemidoc MP system (BioRad) using Image Lab v 6.1.0 software for acquisition and analysis.

### Statistical analysis

RNA-seq data were exported from DESeq2 into GraphPad Prism 10.2.2 for log_2_ transformation and statistical analysis using an unpaired t-test, assuming individual variances for each row. Multiple comparisons were calculated using the false discovery rate, utilizing a two-stage linear step-up method [40] with a Q-value and P-value set at 0.05 for significance. The same analytical workflow was applied to normalized proteomics data exported from PEAKS Studio for a consistent analysis between the RNAseq and proteomic data sets. Data distribution for both datasets was assessed in GraphPad Prism by Skewness and Kurtosis, confirming normal distribution across all samples. Intensity or count data were imported into OriginPro 2024 (64-bit) SR1 for principal component analysis (PCA). No statistical analysis was performed for the qualitative IHC or Western blotting experiments.

### Bioinformatics

The transcriptomic and proteomic data were aligned in Excel based on concordant and discordant expression changes. Datasets from both the input (whole heart) and IP (endothelial) fractions - including gene names, Uniprot identifiers, Log2 ratios, P-values, and Q-values - were imported into Ingenuity Pathway Analysis (IPA) for core analysis [41] and comparison analysis (transcriptomics *vs* proteomics). Core analysis was performed to identify direct and indirect relationships between genes and endogenous chemicals using experimental log-ratios, p-values, and false discovery rates (q-values). IPA uses right-tailed Fisher’s exact test to calculate P-values and determine the significance of enrichment for canonical pathways and upstream regulators, reflecting associations between the experimental dataset and the curated reference database. Complete proteomic datasets for IP LPS *vs*. IP Sal and IN LPS *vs*. IN Sal comparisons were imported into IPA separately, applying a ≥ 20% difference cutoff. Similarly, complete transcriptomic datasets for the same binary comparisons were imported into IPA separately, using a ≥ 50% difference cutoff and significance thresholds of p-value and q-value ≤ 0.05. We performed Gene Set Enrichment Analysis (GSEA) for the list of protein abundance changes between IP LPS vs. IP Sal using the *gseGO()* function with *ont=”ALL”*, to extract terms in the *BP*, *MF*, and *CC* categories (clusterProfiler package, R) [42]. Dotplots were generated using DOSE (R package) to visualize the top 20 GO terms with the most significant adjusted P-values, representing either activated or suppressed [43].

STRING protein-protein association networks and functional enrichment analysis [44] of IP LPS vs. IP Sal discordant data (protein abundance was down while the transcript expression was upregulated) indicated the main change was in glucose metabolism. All data and downloaded files in string-db.org are freely available under a “Creative Commons BY 4.0” license. The minimum required interaction score was set to high confidence (0.700). The k-means clustering was based on their centroids and set to k = 4 “natural” clusters, where the top cluster (+ Glucose catabolism) with 24 proteins was further visualized under the KEGG pathways category and sorted by signal within STRING.

## Results and discussion

### The functional translatomics approach

The RiboTag_EC_ mouse model was initially created to investigate endothelial cell (EC)-specific transcriptomic changes in vivo (Fig. 1). Adopting a multi-omics approach by immunoprecipitating mRNA and proteins as they are being translated on the polysome enabled us to simultaneously interrogate the transcriptome and proteome to investigate the functional translatome (Fig. 1). Here, we demonstrate for the first time that endothelial-specific co-translational regulation in response to LPS can be successfully studied in vivo using a single adult mouse heart. This refined approach identified changes in endothelial-specific signaling pathways by analyzing actively co-translating transcripts and protein networks, focusing on concordant and discordant expression patterns within the translatome.

Polysome profiling, which separates translated mRNAs associated with polysomes using sucrose-gradient centrifugation, has been a foundational method and previously applied by our group in isolated cardiac myocytes [45]. Recently, advanced approaches such as ribosome profiling (ribosomal footprinting) and translating ribosome affinity purification (TRAP) have been developed to analyze translation at the cell-type level. These methods rely on sequencing ribosome-protected mRNA fragments following ribonuclease digestion of unprotected regions of RNA, generating ribosome footprints (RFPs) that reveal which transcripts are actively being translated. This enables position-specific mapping of the translating ribosomes on the mRNA, allowing the analysis of translation dynamics and kinetics, precise determination of open reading frame boundaries, start and stop sites, and qualification of translatome changes under stress and disease conditions in vitro and *vivo* [46]. Further developments of this elegant approach have shed light on ribosomal stalling and collisions, which impact translational efficiency [47, 48]. However, while these approaches examine ongoing synthesis, they do not directly assess all stages of protein translation as they do not account for protein quality control and degradation during co-translation and post-translation.

To confirm the expression and localization of the epitope-tagged large ribosomal subunit protein RL22 in cardiac endothelium, heart sections from RiboTag_EC_ mice were co-stained with antibodies against CD31 (platelet endothelial cell adhesion molecule-1), a marker of endothelial cells and some hematopoietic cells, and hemagglutinin (HA). As shown in Fig. 2A, CD31 expression was localized to the endothelial lining of the coronary vessels. In RiboTag_EC_ mice that did not receive tamoxifen (-TMX), the HA-tagged RL22 fusion protein was not detected, serving as a negative control (Fig. 2A). In contrast, tamoxifen-treated mice showed robust expression of the HA-tagged RL22 fusion protein co-localized with the CD31-positive cells. This endothelial-specific expression was further validated using an orthogonal approach. Whole heart lysates (IN) and immunoprecipitated (IP) fractions from RiboTag_EC_ mice were immunoblotted with an HA-specific antibody (Fig. 2B). Strong immunoreactive protein bands with a relative gel migration of ~ 23 kDa (HA+RPL22 molecular weight) were found in all protein samples from mice injected with tamoxifen. In contrast, no bands were visible in the -TMX negative controls (Fig. 2B). Additionally, HA immunoreactive bands in the LPS-treated IP samples appeared more intense, qualitatively suggesting an increased abundance of ribosomal proteins in response to LPS treatment. This observation was further supported by a corresponding increase in the log-ratio IP LPS/IP Sal for all ribosomal subunit proteins detected in the proteomic IP fraction following LPS treatment (Table S1). Overall, we identified 75 of the reported 80 [49] eukaryotic ribosomal protein components of the 40 S and 60 S subunits within our co-translational complexes, demonstrating we had effectively performed translating ribosome affinity purification (TRAP) following immunoprecipitation with the HA-tagged RPL22 (Table S1). All ribosomal proteins were excluded from the datasets to focus the subsequent bioinformatic analysis on functional and signaling pathways relevant to the endothelial polysome-associated proteome in response to LPS.

**Fig. 2:**
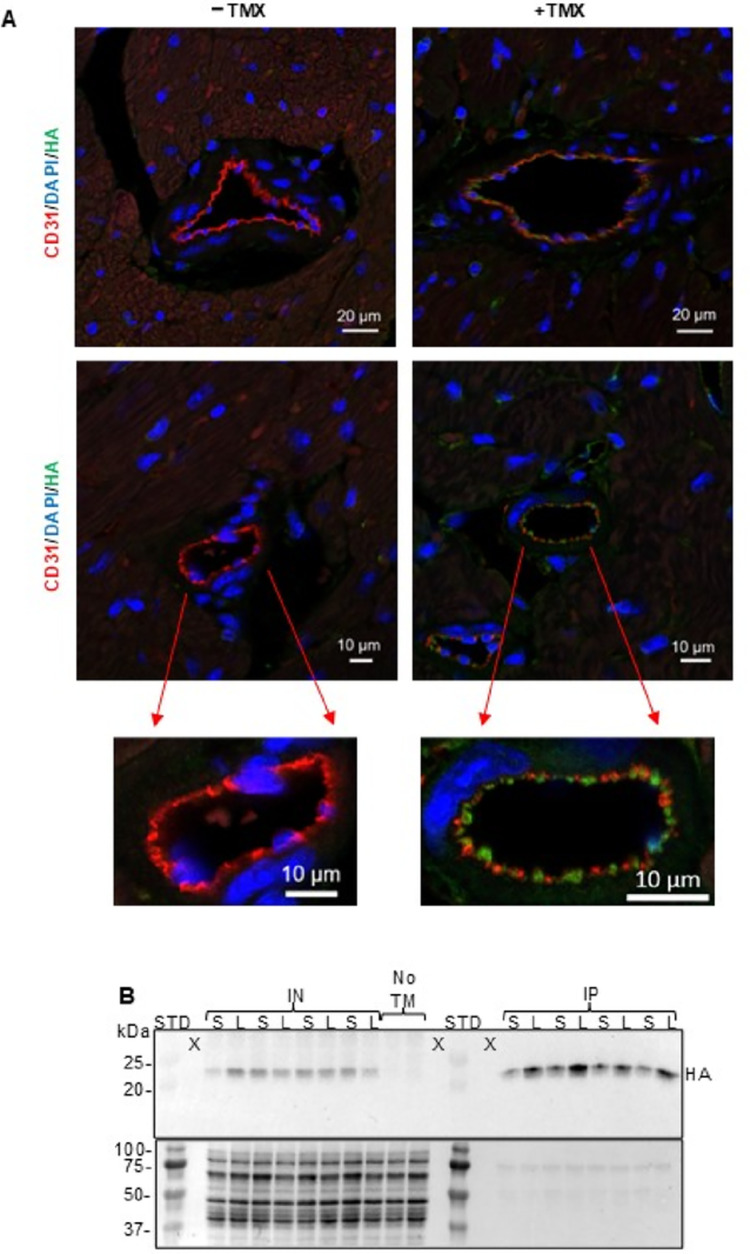
Validation of the induction of the HA-tagged ribosomal protein L22. **A**, Immunohistochemical staining of transverse heart sections with antibodies to CD31 (endothelial vessel linings, red), HA (HA-tagged RPL22, green), and DAPI (nuclear stain, blue). Tamoxifen (TMX)- injected mice + TMX show HA-tag localized to CD31-positive vessels; conversely, -TMX does not co-localize. Scale bars = 20µM (top) or 10 μm (bottom). The two lowest images are zoomed-in versions of the above at the originating arrows. **B**, An immunoblot is shown probed with an HA antibody (top) and stained with Swift stain (total protein stain) as a qualitative loading control (bottom). *In* input, *IP* immunoprecipitated, *S* saline, *L* lipopolysaccharide, *X* blank lane, *STD* molecular weight standard. Note: Animals not injected with tamoxifen (No TMX) did not show the HA-tagged RPL22 band at ~ 23 kDA

LPS is an endotoxin found in the outer membrane of Gram-negative bacteria and is used as an experimental agent to trigger an inflammatory response primarily by activating the Toll-like receptor (TLR)−4 sensor on macrophages. In mice, it has been shown that LPS endotoxemia increases pro-inflammatory cytokines such as IL-6 and TNF, detectable as early as 2 h and remaining elevated for 24 h [50]. Echocardiographic and myocardial strain measurements of cardiac function show a significant decline in cardiac function, cardiac output, and strain as early as 2 h, peaking at 12 h, and a significant decrease in heart rate. Systolic, diastolic, and mean arterial blood pressure measurements are all significantly depressed by 2 h and remain constant, whereas body temperature continuously declines [50]. Increases in systemic vascular resistance are evident at 6 h and peak at 12 h. Based on these functional studies and the expected half-life of LPS being approximately 12 h, we used this time point to study the effects of endotoxemia induced by LPS [51]. While we did not measure pro-inflammatory cytokines or cardiovascular responses in vivo, our prior study using the same LPS dose herein was sufficient to induce contractile dysfunction in ex vivo Langendorff-perfused heart preparations and in cardiac myocytes isolated from mice [30].

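The transcript data are RNA-seq libraries from the hearts of female RiboTag_EC mice, in which the ribosomal protein RPL22 of endothelial cells carries an HA tag, taken 12 h after an injection of saline (Sal) or of 6 mg/kg LPS. Total RNA from part of each homogenate supernatant gave the input (IN) library, which holds RNA of all cell types of the heart. RNA bound to the tagged ribosomes in the rest of the supernatant gave the immunoprecipitated (IP) library, so that IP and IN libraries of the same replicate number come from one heart. The 4 groups (IN Sal, IN LPS, IP Sal and IP LPS) held 4 libraries each. The authors aligned paired-end reads to the mouse genome with STAR and deposited, for each gene name of the Ensembl GRCm38 annotation, the number of fragments that featureCounts assigned to its exons, without normalization. The counting command names no strand option, so fragments of overlapping or antisense genes are not separated by strand.

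Counts on genes ranged from 15092194 to 18256933 per library in IN Sal (median 17072466), from 15361242 to 18701338 in IN LPS (median 16485503), from 20731930.0 to 24236165 in IP Sal (median 23177023) and from 16894834 to 21762816 in IP LPS (median 17992838). The paper states a depth in reads, and all values below use the counts on genes. Counting error was a small part of the spread between replicates: over the 24 pairs of libraries of the same group, the mean chi-square per gene was between 9.43 and 155, where counting error alone gives about 1. In all, 25569 gene names had a count in at least 1 library.

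The genes of each comparison were tested between its 2 groups with edgeR's quasi-likelihood test after its filter on low counts, on counts scaled by the trimmed mean of M-values (TMM), with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change above 1.5 in either direction, the fold change of Table 1. No replicate block was used because the test of the study was unpaired. Levels are given as CPM of the TMM-scaled library. The scaling matters for IP against IN because mitochondrially encoded transcripts took 26.1% ± 2.42 (SD, n = 4) of the counts in IN Sal and 21.6% ± 1.10 in IN LPS, against 0.725% ± 0.119 in IP Sal and 0.497% ± 0.0779 in IP LPS.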

To characterize the immunoprecipitated protein and transcript pools enriched in the immunoprecipitated polysome fractions, we compared IP and IN datasets from saline- and LPS-treated samples (IP Sal vs. IN Sal and IP LPS vs. IN LPS). These comparisons revealed substantial differences in both protein abundances (affecting nearly half of the detected proteins) and transcript levels (over two-thirds), with clear separation in principal component analyses, suggesting distinct molecular profiles (Table 1, Fig. S1). 

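In IP Sal vs IN Sal, 14176 genes were tested and 8776 (61.9%) were called, 4395 higher and 4381 lower in IP. In IP LPS vs IN LPS, 7886 of 13707 genes (57.5%) were called, 3821 higher and 4065 lower. Without the fold-change filter, 74.3% and 66.6% of the tested genes had an adjusted p-value under 0.05 (edgeR, Benjamini-Hochberg), which was the largest change that any alternative made to these counts. The 4 IP libraries did not overlap with the 4 IN libraries in 95.1% of the called genes with saline and in 91.2% with LPS. These genes were called on the same libraries, so the 2.86% that chance gives for unselected genes is no reference for these shares. The split between higher and lower genes depended on the scaling: with library size alone in place of TMM, 7418 of 10259 called genes (72.3%) were higher in IP with saline and 5329 of 8456 (63.0%) with LPS. Under that scaling the median log2 fold change of the genes with a mean log2 CPM of at least 3 moved from 0.13 to 0.86 with saline and from 0.17 to 0.52 with LPS.

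On the first principal component of log2 CPM, all 4 IP libraries lay apart from all 4 IN libraries, with 83.0% of the variance for saline and 77.5% for LPS (PC2, 4.09% and 9.02%). The exact permutation test of the mean PC1 scores gave a 2-sided p = 0.0286 in both comparisons, the smallest p that 4 libraries against 4 allow. It treats the libraries as independent, although IP and IN libraries of the same number share a heart, and no paired form was run. Raw CPM without a log moved the PC1 shares most, to 99.4% and 98.2%.

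Among called genes with no overlap and a mean log2 CPM of at least 3, the largest increase in both comparisons was that of Rgcc (chromosome 14, 79288756 to 79301645 of GRCm38), at 477 ± 62.4 CPM in IP Sal against 33.1 ± 6.83 in IN Sal (SD, n = 4). Its log2 fold change was 3.82 with saline (standard error 0.150, adjusted p = 4.06e-11, edgeR's quasi-likelihood test) and 3.50 with LPS (standard error 0.253, adjusted p = 3.25e-07, same test). The largest decreases were those of mitochondrially encoded transcripts, such as mt-Atp6 (log2 fold change of -7.05 with saline and -7.27 with LPS), and of the mitochondrial pseudogenes Gm10222, Gm28439, Gm13339 and Gm10925, which can share reads with the mitochondrial genes they resemble.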

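The endothelial markers of Fig. 3A were 11 transcripts: Erg, Cdh5, Flt1, Kdr, Tie1, Vwf, Pecam1, Tek, Vcam1, Zfp985 and Itgbl1. Pecam1 (chromosome 11, 106654217 to 106750628 of GRCm38), which encodes the platelet and endothelial adhesion molecule CD31, was at 1620.4 ± 47.0 CPM in IP Sal and 197 ± 21.5 in IN Sal (SD, n = 4), a log2 fold change of 3.01 (standard error 0.0946, adjusted p = 9.67e-12, edgeR's quasi-likelihood test). With LPS it was at 1244 ± 271 CPM in IP and 189 ± 42.5 in IN, a log2 fold change of 2.71 (standard error 0.198, adjusted p = 3.60e-07, same test). Cdh5 (chromosome 8, 104101625 to 104144511), which encodes VE-cadherin, had log2 fold changes of 2.78 (adjusted p = 2.40e-10, edgeR) and 2.65 (adjusted p = 3.24e-08, edgeR). The median log2 fold change of the 11 transcripts was 2.61 in IP Sal vs IN Sal and 2.36 in IP LPS vs IN LPS. With saline, 11 of 11 were higher in IP and 10 were called (10 with p-values adjusted over the list alone). Itgbl1 (chromosome 14, 123659971 to 123975618) was not called with saline (log2 fold change 0.52, adjusted p = 0.0757, edgeR) and was lower in IP with LPS (log2 fold change -1.53, adjusted p = 0.00233, edgeR). Its saline call depended on the setting: over the alternatives its adjusted p lay between 5.01e-04 and 0.321, and it was called without IP Sal replicate 2 (log2 fold change 0.71) or replicate 3 (0.66), while without IP Sal replicate 4 the log2 fold change was 0.24. The other 10 were called higher with LPS.

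For cardiomyocytes, Fig. 3A lists 22 transcripts, and all 22 were lower in IP in both comparisons under each scaling. Their median log2 fold change was -3.30 with saline, with 22 called, and -3.04 with LPS, with 21 called. Myh6 (chromosome 14, 54941981 to 54966927), which encodes the cardiac α-myosin heavy chain, was at 990.3 ± 172 CPM in IP Sal and 7590 ± 448 in IN Sal (SD, n = 4), a log2 fold change of -2.97 (standard error 0.131, adjusted p = 1.14e-10, edgeR's quasi-likelihood test). The cardiomyocyte transcript not called with LPS was Gja1 (chromosome 10, 56377330 to 56402513), with a log2 fold change of -0.40 (adjusted p = 0.134, edgeR) against -2.11 with saline. With the heart as a replicate block its adjusted p was 0.0493 at a log2 fold change of -0.43, and over all alternatives the adjusted p lay between 0.0493 and 0.726.

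As sets, tested with fry and adjusted over the 8 list-by-comparison tests, the endothelial markers had an adjusted p = 2.35e-07 in each comparison, and the cardiomyocyte markers 1.65e-07 with saline and 5.21e-08 with LPS (edgeR counts, limma's fry). Camera with its preset correlation gave 1.31e-08 and 9.35e-08 for the endothelial markers and 5.43e-19 and 1.22e-23 for the cardiomyocyte markers, and with an estimated correlation 0.0341 and 0.00926, and 0.0341 and 0.00850. Fry and both forms of camera called all 4 of these tests. The scaling moved the medians most: with library size alone the endothelial median was 3.31 with saline and 2.70 with LPS, and the cardiomyocyte median -2.60 and -2.70.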

Further evidence of effective endothelial cell enrichment was demonstrated by the selective enrichment of endothelial-specific transcripts in both IP groups (IP Sal and IP LPS), coupled with the depletion of transcripts from non-endothelial cell types, especially cardiomyocytes, which comprise the majority of heart tissue by volume [52] (Fig. 3A). Thus, effective EC enrichment allowed us to determine LPS-induced changes specifically in ECs while also allowing comparison to whole heart homogenate containing mixed cell populations.

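Of the remaining lists of Fig. 3A, the 7 smooth muscle markers (Cald1, Acta2, Tagln, Myh11, Smtn, Tagln2 and Hexim1) had a median log2 fold change of 0.65 in IP Sal vs IN Sal, with 4 called higher and 3 called lower. In IP LPS vs IN LPS the median was 0.39, with 3 called higher and 2 called lower. Under each scaling 4 were higher and 3 lower in both comparisons, and with library size alone the medians were 1.35 and 0.74. The transcript with the largest increase among them was Tagln2 (chromosome 1, 172500047 to 172507380 of GRCm38), with log2 fold changes of 2.65 (standard error 0.0966, adjusted p = 2.27e-11, edgeR's quasi-likelihood test) and 2.47 (standard error 0.223, adjusted p = 2.00e-06, same test). The mean log2 IP over IN of the smooth muscle markers was -0.242 with saline, below 0 in each heart, and -0.107 with LPS. Mean and median thus go apart, and a pass of fry is no evidence of enrichment in IP. As a set, the smooth muscle markers passed fry with saline (adjusted p = 0.00400 over the 8 tests) and not with LPS (0.736), and camera called neither (0.461 and 0.942). With the heart as a replicate block these calls changed places: the fry p was 0.0812 with saline (median 0.65) and 0.0105 with LPS (median 0.36). Over the alternatives the p of fry ranged from 3.68e-05 to 0.0812 with saline and from 0.0105 to 0.933 with LPS. On the statistics of DESeq2, for which camera alone was run, it was 0.231 and 0.879. Without IP LPS replicate 1 the LPS median was 0.25, and without IP LPS replicate 3 it was 0.54.

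The 7 fibroblast markers (P4ha1, Col1a2, Col3a1, Serpinh1, Thy1, Ddr2 and Pdgfra) had medians of -1.87 with saline and -2.32 with LPS, with 2 called higher and 4 called lower in each comparison (adjusted p = 1.05e-05 and 2.00e-04, fry over the 8 tests; camera, 0.0611 and 0.0573). Serpinh1 (chromosome 7, 99345376 to 99353239), which encodes the collagen chaperone HSP47, was higher in IP, with log2 fold changes of 0.78 (adjusted p = 1.42e-05, edgeR) and 2.10 (adjusted p = 1.98e-06, edgeR). The second transcript called higher was Thy1 with saline (log2 fold change 0.80, adjusted p = 1.42e-04, edgeR) and P4ha1 with LPS (log2 fold change 0.91, adjusted p = 0.00723, edgeR). The plot of the marker transcripts by cell type shows each of them in both comparisons. From the enrichment of endothelial transcripts and the depletion of transcripts of other cell types, the paper concludes that the enrichment was effective and allowed LPS-induced changes to be determined specifically in endothelial cells.

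**Figure D1:**
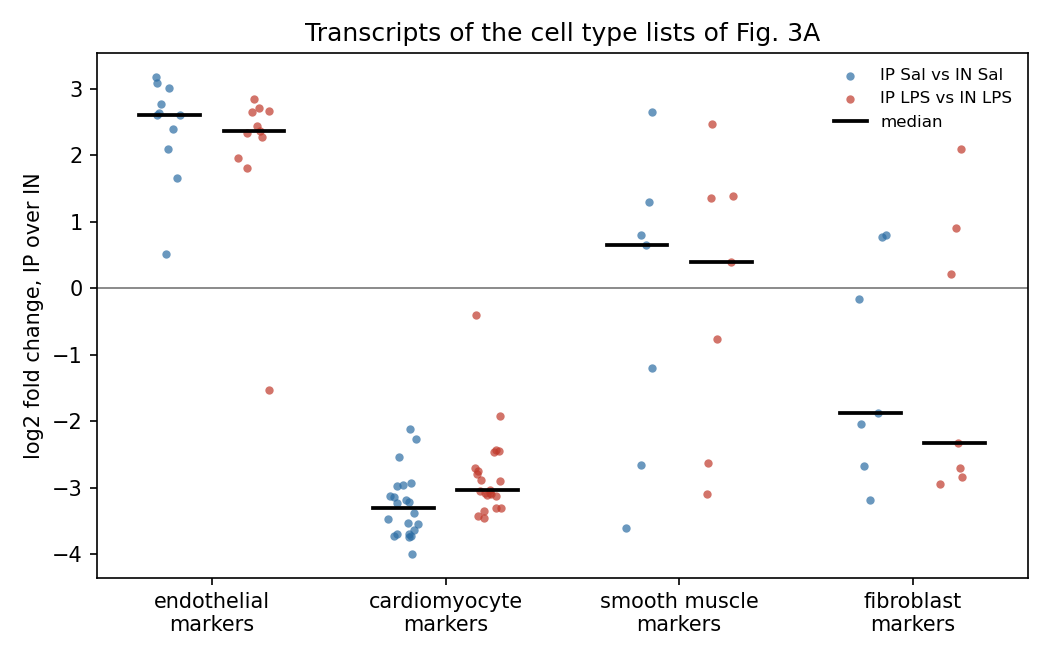
Log2 fold change of IP over IN (y axis) of each transcript of the 4 lists of Fig. 3A (x axis), in IP Sal vs IN Sal (blue) and IP LPS vs IN LPS (red); each point is 1 transcript and black lines are medians. The endothelial medians are 2.61 and 2.36 and the cardiomyocyte medians -3.30 and -3.04.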

**Table 1:** Summary of protein group and gene transcript identifications (ID) after filtering and mapping in ingenuity pathway analysis

Proteomics	Protein group total IDs	Protein groups *p*-value < 0.05	Protein groups q-value < 0.05	Protein groups up reg	Protein groups down reg
IP Sal v IN Sal	2,965	1,370	1,259	612:567	745:683
IP LPS v IN LPS	2,965	1,463	1,390	567:544	881:836
IP LPS v IP Sal	2,965	92	0	36:0	47:0
IN LPS v IN Sal	2.965	105	15	52:14	9:0

Transcriptomics	Gene total IDs	Gene IDs p-value < 0.05	Gene IDs q-value < 0.05	Gene IDs up reg	Gene IDs down reg
IP Sal v IN Sal	11,962	9,061	9,943	3,795:3,915	3,429:3,534
IP LPS v IN LPS	11,962	8,075	8,786	3,520:3.665	3,175:3,302
IP LPS v IP Sal	11,962	6,636	6,585	2,152:2,148	2,403:2,388
IN LPS v IN Sal	11,962	6,371	6,203	1,659:1,647	2,093:2,066

Proteomics + transcriptomics	Concordantly reg	Concordantly up reg	Concordantly down reg		
IP LPS v IP Sal	1,263	444	819		
IN LPS v IN Sal	1,518	702	816		

Proteomic data were filtered using thresholds of p-value and q-value < 0.05, and > 1.2-fold change for both up- and downregulated (Reg) protein groups. Transcriptomics data were filtered using thresholds of p-value and q-value < 0.05 and > 1.5-fold change in either direction (Tables S2 & S3). Concordantly up- or downregulated molecules across proteomic and transcriptomic datasets were identified based on directionality of log2 ratio, without applying p, q-value, or fold-change cutoffs (Tables S4 & S5). All concordant data are shown in Tables S4 (IP LPS v IP Sal) and S5 (IN LPS v IN Sal) under the concordant tabs within the Excel workbook. Statistical analysis was performed using an unpaired t-test (p-value) with an assumption of individual variance for each row. A false discovery rate (q-value) multiple comparison correction utilized Benjamini, Krieger, and Yekutieli’s two-stage step-up method [40]. *IP* immunoprecipitation, *Sal* saline, *LPS* lipopolysaccharide, *IN* input

**Fig. 3:**
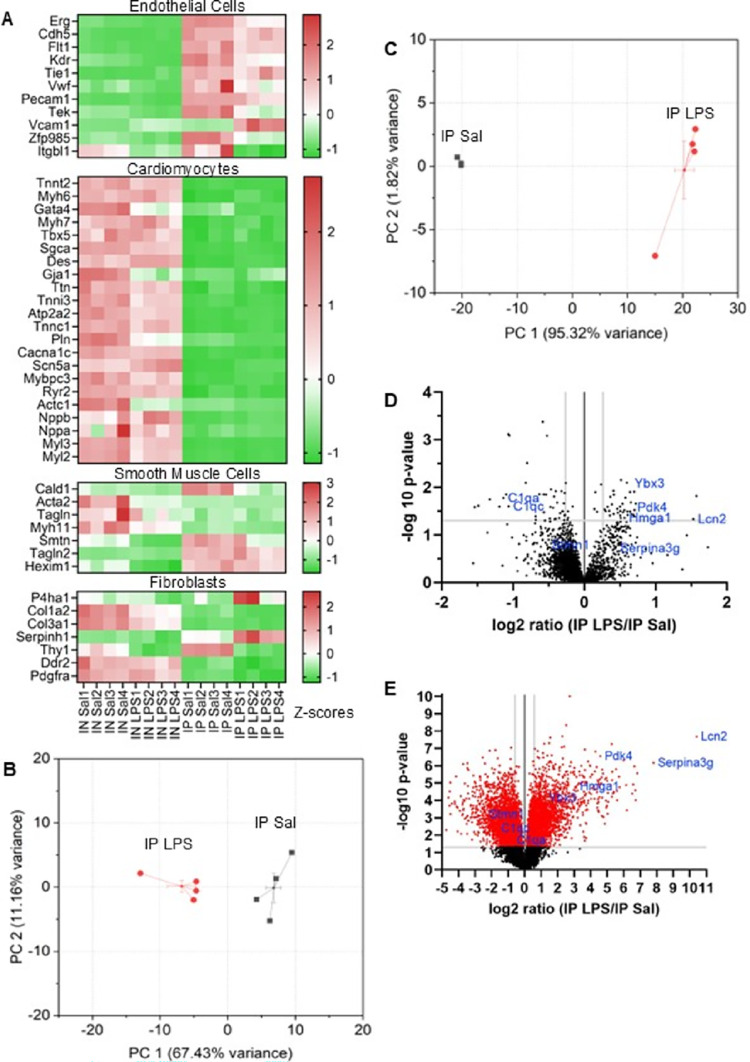
Multi-omic analysis of lipopolysaccharide (LPS) vs. saline (Sal) treatment in endothelial cells and whole heart homogenates. **A**, Heatmap of cell type-specific gene markers from RNA-Seq data indicating successful enrichment of endothelial cells in the immunoprecipitated (IP) fraction. The abbreviation IN represents input (whole heart homogenate) samples. **B**, Principal component (PC) analysis shows two distinct populations for the proteomic immunoprecipitated (IP) LPS *v* Sal analysis. Each point represents an individual biological replicate, and lines connect replicates within groups. Percent variance explained by each principal component is indicated on the axis. Error bars represent standard error, *n* = 4. **C**, Principal component (PC) analysis shows two distinct populations for the transcriptomic immunoprecipitated (IP) LPS vs. Sal analysis. Each point represents an individual biological replicate, and lines connect replicates within groups. Percent variance explained by each principal component is indicated on the axis. Error bars represent standard error, *n* = 4. **D**, Volcano plot of differential protein abundances between immunoprecipitated (IP) LPS vs. Sal, plotting -log10 p-values and Log2 ratio, *n* = 4. Threshold lines indicate – log10 p-value < 0.05 and a > 1.2-fold change. No data points in this analysis reached the predefined significance threshold (q-value < 0.05). **E**, Volcano plot of differential gene expression between immunoprecipitated (IP) LPS vs. Sal, plotting -log10 p-values and Log2 ratio, *n* = 4. Threshold lines indicate – log10 p-value < 0.05 and a > 1.5-fold change. Red data points indicate q-values < 0.05, corrected for false discovery rate using the two-stage step-up method of Benjamini, Krieger, and Yekutieli [40]

### Effects of lipopolysaccharide endotoxemia on the endothelium

Vascular inflammation is central to endotoxemia, and while immune cells produce cytokines, the endothelium is activated to modulate the inflammatory response. Prolonged endothelial cell activation induced by inflammatory cytokine secretion can lead to endothelial dysfunction and apoptosis, thereby affecting vascular permeability, impairing blood flow, and potentially causing organ damage [53]. 

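With LPS against saline, the first principal component of log2 CPM held 71.1% of the variance in IP and 73.1% in IN, and PC2 held 7.28% and 6.54%. In both fractions all 4 LPS libraries lay apart from all 4 saline libraries on PC1 (exact permutation test of the mean scores, 2-sided p = 0.0286, the smallest p that 4 libraries against 4 allow). Leaving out each library in turn kept the groups apart, with PC1 shares from 68.3% to 74.7% in IP and from 70.5% to 74.7% in IN. The share depended on the scale of the values more than on the libraries: it was 93.6% in IP and 86.5% in IN for raw CPM without a log, and 55.0% and 50.7% with each gene scaled to unit variance.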

Principal component analysis of the LPS vs. saline-treated samples in both EC fractions and whole heart homogenates showed clear separation between conditions (Fig. 3B, C, Fig. S1). As an initial step in analyzing the EC proteomics data, we identified significantly altered gene sets - activated or suppressed - based on the directionality of protein abundance and a p-adjusted value of ≤ 0.05 (Fig. 2S). This analysis revealed that the functions associated with the upregulated proteins included mRNA stabilization, gene silencing, regulation of post-transcriptional events, and the immune response following LPS treatment. The functions related to the downregulated EC proteins were associated with cellular respiration and metabolism in response to LPS. Thus, the changes in protein abundance observed at 12 h post-LPS treatment suggest a coordinated response aimed at assembling protein networks that regulate co-translational processes, potentially as a compensatory mechanism against vascular inflammation.

To gain deeper insight, we aligned the proteomic and transcriptomic datasets to examine the regulation of 2,965 proteins (Table 1 and Table S2) and 11,962 transcripts (Table 1 and Table S3) in response to LPS treatment, based on concordant or discordant expression changes. 

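Of the transcripts in IP LPS vs IP Sal, 14032 were tested and 5242 (37.4%) were called, 2543 higher and 2699 lower with LPS. In IN LPS vs IN Sal, 4485 of 13795 (32.5%) were called, 2337 higher and 2148 lower. The LPS and saline libraries did not overlap in 88.8% of the called genes in IP and in 92.0% in IN. As these genes were called on the same libraries, the 2.86% that chance gives for unselected genes is again no reference. The count of called genes moved most without the fold-change filter, to 6864 in IP and 6696 in IN. The split depended on the scaling in IP: with library size alone 1577 of 5946 called genes (26.5%) were higher, and the median log2 fold change of the genes with a mean log2 CPM of at least 3 moved from 0.04 to -0.29. In IN that scaling gave 2351 higher and 2055 lower, but under the study's workflow the split turned round, with 1984 higher and 2533 lower. Leaving out IP LPS replicate 1, the library farthest from the others of its group, gave 6182 called genes in IP.

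Both comparisons tested 13042 genes. Of these, 2674 were called in both, 2612 of them (97.7%) in the same direction, 2288 in IP only and 1553 in IN only. A gene called in only one fraction is not thereby shown to respond differently. The difference between the LPS effects was tested with all 16 libraries: of 14978 genes, 2286 had a different LPS effect in IP than in IN, 1055 with a larger and 1231 with a smaller log2 fold change in IP. With the heart as a block, since IP and IN libraries of the same number come from the same heart, the count was 2869, 1228 larger and 1641 smaller. Leaving out IP LPS replicate 1 raised it from 2286 to 3189. With library size alone the count was 3425, 404 larger and 3021 smaller (median shift from -0.03 to -0.38), and with DESeq2's size factors 2321, 1311 larger and 1010.0 smaller. The plot of the LPS effect in IP against that in IN shows the genes tested in both.

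**Figure D2:**
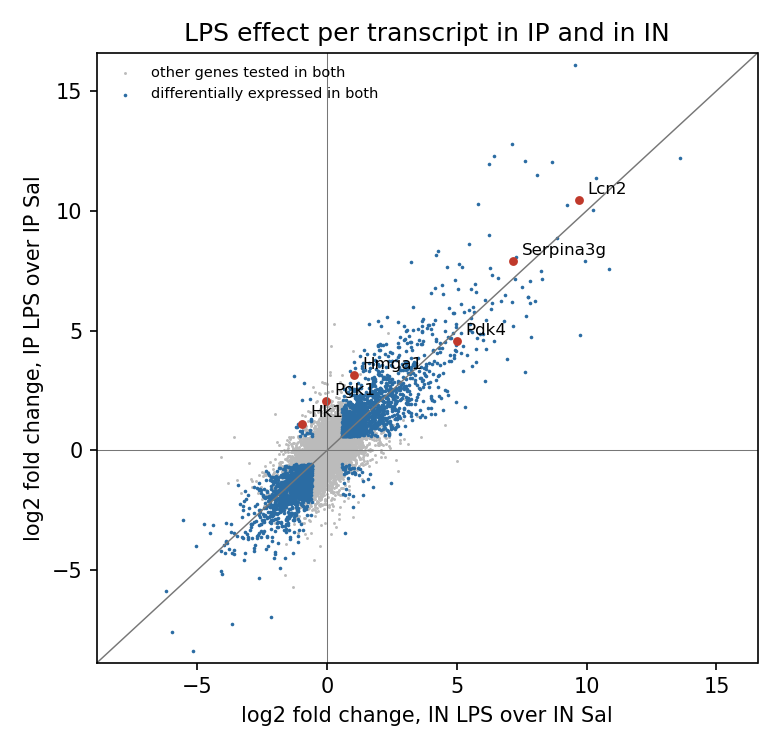
Log2 fold change of LPS over saline in IN (x axis) and in IP (y axis) for the 13042 genes tested in both, with the 2674 called in both in blue, 6 genes labelled in red and equal effects on the grey line. Lcn2 lies at the upper right, and Hk1 and Hmga1 lie above the grey line.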

Our analysis revealed that 1,263 protein groups were concordantly regulated in the endothelial-enriched pool compared to 1,518 in whole heart lysates (Table 1, Tables S3 & S4). 

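The paper's protein log ratios of Tables S4 and S5 were set beside the transcript log2 fold changes from the gene-wise fits, without a threshold on either, for the 2620.0 pairs in each fraction whose transcript was tested. In IP LPS vs IP Sal, 1259 pairs (48.0%) had the same direction, 447 up and 812 down in both. The same values paired at random gave 44.7% on average (permutation test with 100000 re-pairings, 2-sided p = 4e-05). In IN LPS vs IN Sal, 1526 pairs (58.2%) had the same direction, 801 up and 725 down in both, against 50.0% at random (permutation p = 1e-05, the smallest that 100000 re-pairings can give). More pairs were down than up in both under the study's workflow (705 up, 824 down) and with the study's own transcript ratios (702 up, 826 down), which gave 1529 and 1528 pairs with the same direction. The scaling of the transcripts moved the IP share most among all pairs: with library size alone it was 59.0%, against 55.4% at random. The difference between the 2 fractions was not tested.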

We plotted them in volcano plots to illustrate the concordant effects of LPS treatment across the proteomic and transcriptomic datasets. We labeled the proteins and genes involved with the LPS pathway of upstream regulators in the volcano plots (Fig. 3D-E, Fig. S3). 

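Among the labelled transcripts in IP LPS vs IP Sal, Pdk4 (chromosome 6, 5483351 to 5496309 of GRCm38) rose from 38.92 ± 8.35 to 924 ± 90.3 CPM (SD, n = 4), a log2 fold change of 4.57 (standard error 0.181, adjusted p = 8.26e-08, edgeR's quasi-likelihood test). Serpina3g (chromosome 12, 104236245 to 104241939) rose from 2.99 ± 0.584 to 706 ± 280 CPM, a log2 fold change of 7.88 (standard error 0.362, adjusted p = 2.07e-07, same test); it belongs to a cluster of near-identical serpin genes, and the counting can divide their reads among them. Hmga1 (chromosome 17, 27556620 to 27563674), which has processed pseudogenes, rose by a log2 fold change of 3.13 and Ybx3 (chromosome 6, 131364855 to 131388476) by 1.22, and Stmn1 (chromosome 4, 134468320 to 134473843) was lower by a log2 fold change of -2.16 (adjusted p = 1.13e-06, 2.18e-05 and 1.29e-04, edgeR). The labelled transcripts C1qc and C1qa were depleted from IP with saline (log2 IP over IN of -2.76 and -2.645). Their changes in IP are therefore not shown to be endothelial. C1qc (chromosome 4, 136889804 to 136893065) was lower, from 7.20 ± 0.832 to 3.02 ± 1.28 CPM, a log2 fold change of -1.25 (standard error 0.311, adjusted p = 0.00682, edgeR). C1qa (chromosome 4, 136895917 to 136898803) fell from 11.9 ± 1.15 to 7.54 ± 3.20 CPM, a log2 fold change of -0.65 (standard error 0.255) that was not called (adjusted p = 0.0537, edgeR). It was called under 6 of the 10 alternatives that keep all libraries. It was called as well without IP LPS replicate 1, whose C1qa level was 12.3 CPM against 5.45 to 6.29 in the other 3, with a log2 fold change of -0.98 (adjusted p = 4.69e-04, edgeR), and over all alternatives the adjusted p lay between 4.69e-04 and 0.137.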

Although the overall proteomic abundances of the IP LPS/IP Sal comparison of ECs did not reach a q-value cutoff below 0.05, the majority of the LPS pathway of upstream regulators (lipocalin-2, pyruvate dehydrogenase kinase 4, B-box binding protein 3, high mobility group AT-hook 1, complement C1q subunits a and c chains) did reach a p-value cutoff below 0.05 and a log2 ratio ≥ 20% difference (Fig. 3D). 

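When the pairs were limited to the 951 whose transcript was called in IP LPS vs IP Sal, 465 (48.9%) had the direction of the paper's protein log ratio, 201 up and 264 down in both. Random re-pairing of these values gave 43.5% (permutation test, 2-sided p = 1.3e-04). The paper's Table S4 gives p-values for its proteins, and 69 of the pairs had a protein p-value under 0.05: 53 of them (76.8%) shared the direction with the transcript, against 52.0% at random (permutation test, 2-sided p = 4e-05).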

The proteomic data were aligned with the transcriptomic results that met the significance threshold (0.05 q-value) and exhibited a log2 fold change of ≥ 50% difference (Fig. 3E). The IP and IN (whole homogenate) datasets were analyzed using IPA (Ingenuity Pathway Analysis) to enable unbiased identification and prediction of the pathways and regulators associated with LPS-induced endotoxemia. As expected, lipopolysaccharide was identified as the top upstream regulator based on the concordant changes in both the proteomic and transcriptomic datasets (Fig. 4A, Fig. S4). This prediction was supported by over 50 concordantly regulated proteins and transcripts, which traced the signal cascade back to LPS in both endothelial-enriched (IP LPS vs. IP Sal) and whole homogenate IN (LPS vs. IN Sal) samples. 

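Fig. 4B shows 76 molecules of the LPS network in IP LPS vs IP Sal, all of which had a tested transcript. By the gene-wise test 40 of the 76 were called, 23 higher and 17 lower with LPS, and 42 with p-values adjusted over the list alone. The study drew these molecules from its concordant data of the same samples, so neither these counts nor a sign shared by protein and transcript is independent evidence. Their transcripts went both ways, with 27 higher and 49 lower and log2 fold changes between -2.16 and 10.43. Leaving out each library in turn gave between 39 and 41 called transcripts. With library size alone 52 were called, 22 higher and 30 lower.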

The independent identification of LPS as a dominant upstream driver confirms the biological relevance of the observed responses and validates the utility of our integrated co-translational profiling approach for predicting disease-relevant regulatory pathways in vivo (Fig. 4B, Fig. S4).

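In IN LPS vs IN Sal, 51 molecules of the LPS network of Fig. S4B had a tested transcript. There were 39 called transcripts, 38 higher and 1 lower with LPS, and likewise 39 adjusted over the list alone, again a list that the study drew from its concordant data of these samples. The lower transcript was Nrp1. Across the fits that each left out 1 library, the number called was between 39 and 41. From the identification of LPS as the upstream driver in both sample types, which its prediction traced to concordantly changed proteins and transcripts, the paper reasons that the observed responses are biologically relevant and that its profiling approach can predict regulatory pathways.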

**Fig. 4:**
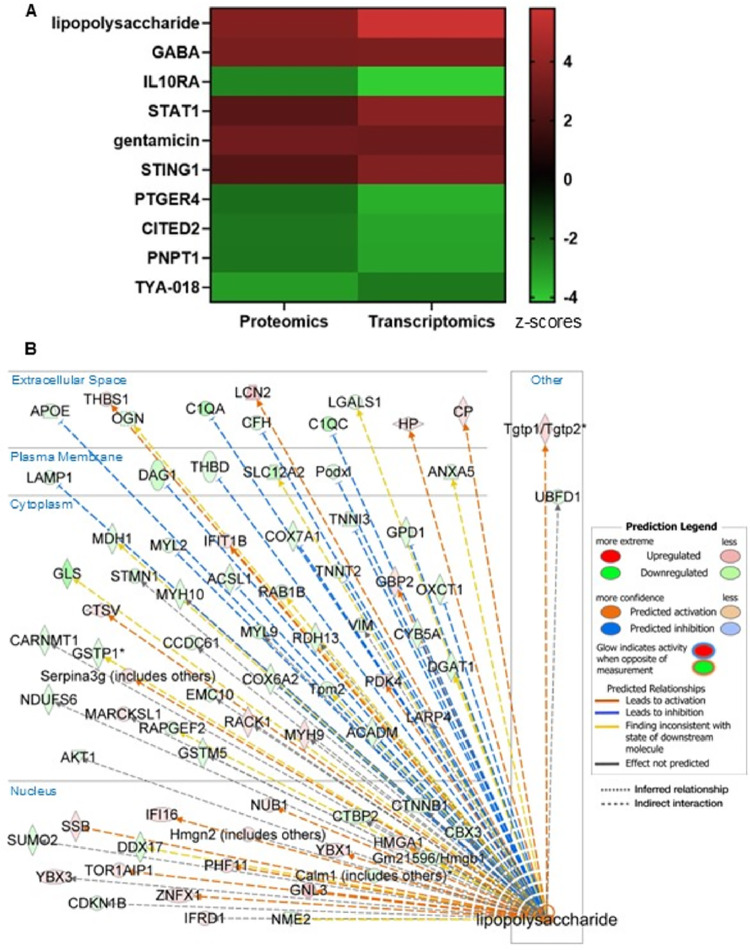
Ingenuity pathway analysis of upstream regulators. **A**, Heatmap of the top 10 upstream regulator pathways found and ranked based on a z-score. Upregulated pathways are shown in shades of red, and downregulated pathways are shown in shades of green. Data are derived from the Log2 ratio of IP LPS/IP Sal proteomic and transcriptomic concordant data. The predicted top upstream regulator in endothelial-enriched cells treated with lipopolysaccharide is lipopolysaccharide. **B**, Subcellular mapping of lipopolysaccharide-associated upstream regulators based on proteomic data. This diagram displays upstream regulators of the LPS response, organized by subcellular localization, with gene names and relative abundance derived from the Log_2_ ratio of IP LPS/IP Sal proteomic concordant data. Regulators are mapped to the nucleus, cytoplasm, plasma membrane, and extracellular space, with the cytoplasm containing the highest number of altered components. Upregulated genes are shown in shades of red, downregulated genes in shades of green, while predicted activation and inhibition are represented by orange and blue, respectively, as indicated in the prediction legend to the right

In addition to LPS, both STAT1 and STING1 were identified in the group of top 10 upstream regulators and were predicted to be activated, contributing to the concordant regulation of transcript and protein expression (Fig. 4A, Fig. S4). 

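Sting1, listed in the annotation as Tmem173 (chromosome 18, 35733678 to 35740554 of GRCm38), rose with LPS from 33.1 ± 3.71 to 161 ± 47.1 CPM in IP (SD, n = 4) and from 6.87 ± 1.91 to 32.0 ± 8.09 CPM in IN. Its log2 fold changes were 2.28 (standard error 0.212, adjusted p = 1.25e-05, edgeR's quasi-likelihood test) and 2.22 (standard error 0.221, adjusted p = 2.49e-06, same test). They were not shown to differ (log2 difference 0.07, adjusted p = 0.912, edgeR, all 16 libraries); the sign of that difference turned with library size alone (-0.28) and without 1 of 4 libraries: -0.12 without IN Sal replicate 1, -0.09 without IN LPS replicate 1, -0.02 without IP LPS replicate 2 and -0.01 without IP LPS replicate 3.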

STAT1 is of interest due to its involvement in inflammation as a response to an infection via the JAK/STAT signaling cascade. Within our concordant dataset, STAT1 was predicted to regulate the expression of multiple transcripts and proteins, most of which are associated with the inflammatory response to endotoxemia (Fig. 5). 

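Lcn2 (chromosome 2, 32384633 to 32388252 of GRCm38) rose from 10.9 ± 2.16 CPM in IP Sal to 15037 ± 3925 CPM in IP LPS (SD, n = 4), a log2 fold change of 10.43 (standard error 0.317, adjusted p = 3.57e-08, edgeR's quasi-likelihood test), and over the alternatives, libraries left out among them, it stayed between 10.09 and 10.62. In IN it rose from 3.66 ± 1.54 to 3037 ± 707 CPM, a log2 fold change of 9.71 (adjusted p = 1.57e-10, edgeR). The difference of 0.73 between the fractions was not called (adjusted p = 0.189, edgeR, all 16 libraries). It was called with the heart as a replicate block (0.70, adjusted p = 0.0213) and without IN Sal replicate 1 (0.98, adjusted p = 0.0491), with adjusted p between 0.0213 and 0.431 over the alternatives. Over all called genes Lcn2 ranked 10 by its fitted increase in IP. Csf3 (chromosome 11, 98701263 to 98703629), which had no count in IP Sal, was at least 3206-fold higher in IP LPS. Saa3 (chromosome 7, 46711998 to 46715700) rose by a log2 fold change of 12.18 (standard error 0.485, adjusted p = 8.26e-08, edgeR), from 0.112 ± 0.123 to 557 ± 182 CPM. With so few counts in IP Sal its size depended on single libraries: without IP Sal replicate 4 the log2 fold change was 13.16, and without IP Sal replicate 3 it was 11.81.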

Notably, the most highly upregulated gene and protein was lipocalin-2 (Lcn2) (Fig. 5B-C), a known antimicrobial factor that limits bacterial growth by sequestering iron [54].

**Fig. 5:**
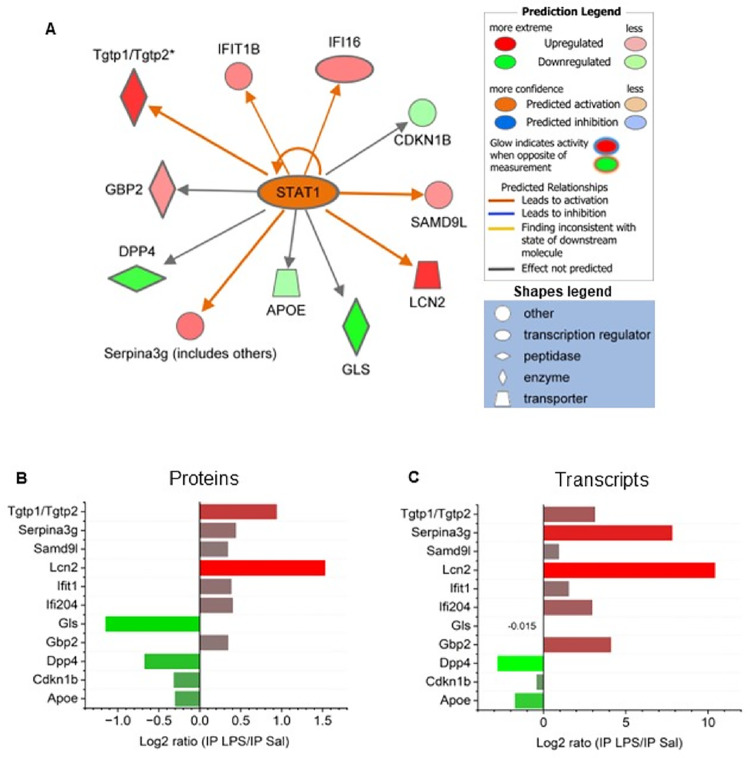
Predicted activation of STAT1 based on Ingenuity Pathway Analysis of concordant (proteomic and transcriptomic) data from Fig. 4**A**. Data are derived from the Log_2_ ratio of IP LPS/IP Sal proteomic and transcriptomic concordant data. **A**, An organic layout showing the proteomic STAT1 upstream regulator pathway for IP LPS vs. IP Sal comparison. Upregulated genes are shown in shades of red, downregulated genes in shades of green, while predicted activation and inhibition are represented by orange and blue, respectively, as indicated in the prediction legend to the right. The shapes legend, also to the right, indicates the protein family. **B**, Bar graph with color mapping of STAT1 upstream regulator pathway components and their relative abundance from the proteomics dataset in panel **A**. Upregulated protein abundance is shown in shades of red, while downregulated protein abundance is shown in shades of green, based on log₂ ratio values. **C**, Bar graph with color mapping of STAT1 upstream regulator pathway components and their relative expression from the transcriptomics dataset in panel **A**. Upregulated protein abundance is shown in shades of red, while downregulated protein abundance is shown in shades of green, based on log_2_ ratio values. Note: STAT1 is predicted to be activated with LPS treatment

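With transcript directions from the gene-wise fits, 1361 of the aligned pairs in IP and 1094 in IN went in opposite directions. Among the pairs whose protein had a p-value under 0.05 in the paper's Table S4, 16 were opposite. Under the alternatives the number of opposite pairs in IP was 1073 with library size alone, which shifts the transcripts of IP LPS vs IP Sal downwards, and otherwise between 1332 and 1374 for all pairs.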

Finally, while our EC-specific co-translational profiling focused primarily on the concordant changes within the polysome pool associated with vascular inflammation, nearly half of the identified proteins (1,362 of 2,965) in ECs were discordantly regulated (Table 2, Tables S4 &S5). Among these, comparison of discordant expression, specifically cases where proteins were downregulated despite upregulated transcripts, revealed that such transcripts were markedly more frequent in the ECs (79) than in the whole heart homogenates (4). 

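The pairs with a protein decrease above 1.2-fold and a transcript increase above 1.5-fold numbered 82 in IP and 3 in IN (Ahsg, C3 and Lyve1) when the transcript values came from the gene-wise fits. The 82 included the 79 of the study and 3 more (Alb, Phb and Ttr); these genes were named after their values were seen. In IP, 485 of the 2620.0 proteins fell and 634 transcripts rose by these thresholds; in IN, 31 proteins fell and 350.0 transcripts rose. Random re-pairing of the same values gave a mean of 117 pairs in IP, more than the 82 observed (permutation test with 100000 re-pairings, 2-sided p = 7e-05), and 4.14 in IN (p = 0.615, permutation test). With library size alone the IP number was 45 (62.6 at random), and leaving out each library in turn gave from 74 to 92, the highest without IP LPS replicate 1. In the paper's Table S4, 2 of the 82 proteins had a p-value under 0.05.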

To determine which cellular processes were most likely affected, we examined the protein networks associated with discordantly regulated proteins enriched in the endothelium (Table S4). KEGG pathway enrichment analysis revealed that proteins involved in glucose metabolism via glycolysis were overrepresented in this discordant group (Fig. S5). Specifically, the expression of glycolytic proteins such as Hexokinase-1 (HK-1), Pyruvate kinase (PKM), Fructose-1,6-bisphosphatase isozyme 2 (FBP2), Phosphoglycerate kinase 1 (PGK1), and Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was repressed, while their respective transcripts were increased (Table S4). 

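Each of these 5 transcripts was called higher in IP LPS vs IP Sal. Hk1 (chromosome 10, 62268855 to 62379908 of GRCm38) rose from 138 ± 4.92 to 299.8 ± 46.1 CPM (SD, n = 4), a log2 fold change of 1.12 (standard error 0.125, adjusted p = 4.09e-05, edgeR's quasi-likelihood test), and Pkm (chromosome 9, 59656368 to 59679375) from 374 ± 14.1 to 973 ± 50.3 CPM, a log2 fold change of 1.38 (standard error 0.0989, adjusted p = 2.15e-06, same test). Fbp2 (chromosome 13, 62836877 to 62858422), the lowest of the 5, rose from 2.68 ± 0.798 to 9.73 ± 2.34 CPM, a log2 fold change of 1.85 (standard error 0.288, adjusted p = 3.69e-04, edgeR). Pgk1 (chromosome X, 106187100 to 106203699) rose by a log2 fold change of 2.06 (standard error 0.138, adjusted p = 1.43e-06, edgeR) and Gapdh (chromosome 6, 125161715 to 125166467) by 1.47 (standard error 0.107, adjusted p = 2.40e-06, edgeR). Pgk1 and Gapdh have many processed pseudogenes, which can take part of their reads.

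In IN LPS vs IN Sal, Hk1 fell by 0.98 on the log2 scale (adjusted p = 8.86e-07, edgeR). Pgk1 and Gapdh changed by -0.05 and -0.04, and Fbp2 by 0.02, where its sign turned without IN Sal replicate 3 (-0.03), without IN LPS replicate 4 (-0.05) and under the study's workflow (-0.07). Pkm fell by 0.20 (adjusted p = 0.0443, edgeR), a change under 1.5-fold and so not called; the adjusted p was 0.05 or more when any 1 of 6 libraries was left out, and lay between 0.00494 and 0.105 over the alternatives. The LPS effect was larger in IP than in IN for all 5, by log2 differences from 1.52 (Gapdh) to 2.12 (Pgk1), each with an adjusted p under 0.001 (edgeR, all 16 libraries). Over 18 tested glycolysis enzymes the median log2 fold change in IP LPS vs IP Sal was 0.75 (fry, adjusted p = 1.83e-05 over the 29 lists), with 15 higher, 3 lower and 11 called, all 11 of them higher. With library size alone the median was 0.43, with 13 higher, 5 lower and 7 called. In the paper's Table S4 the protein log2 ratios of HK1, GAPDH and FBP2 were -0.568 (p = 0.0141), -0.321 (p = 0.294) and -0.429 (p = 0.555), p-values that are the paper's. The plot of levels per library shows the 5 transcripts in the 4 groups.

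**Figure D3:**
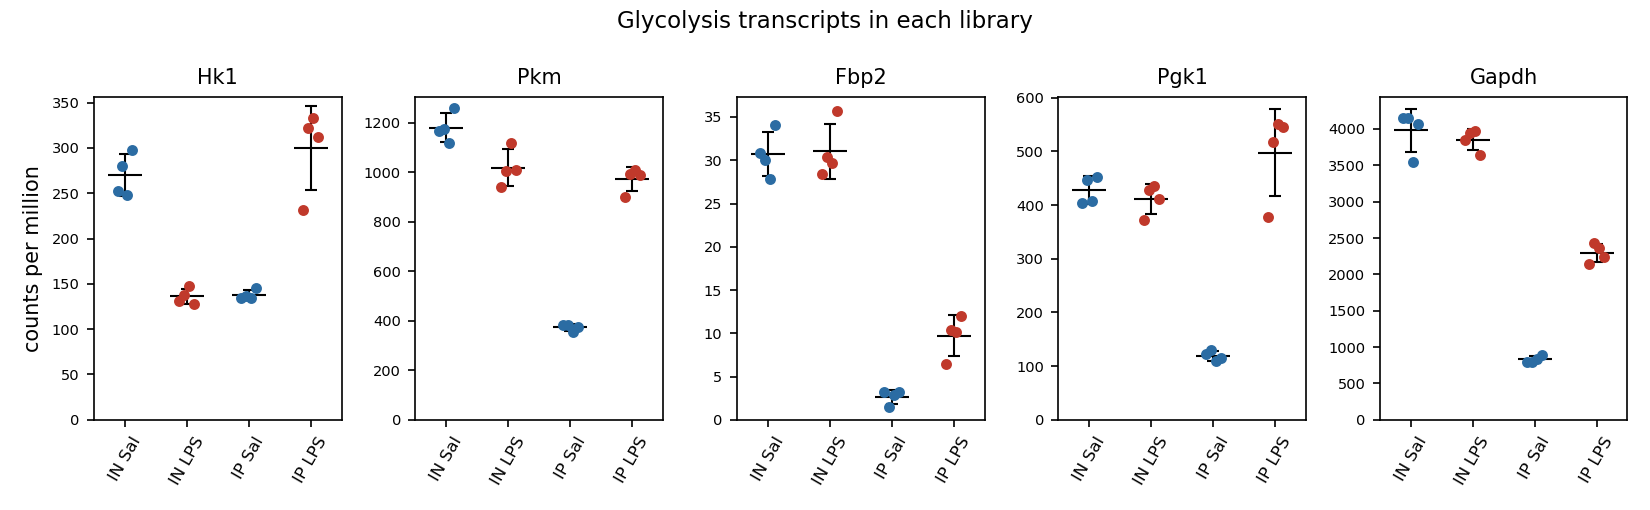
CPM (y axis) of Hk1, Pkm, Fbp2, Pgk1 and Gapdh in each library of IN Sal, IN LPS, IP Sal and IP LPS (x axis); points are libraries, bars the mean and error bars the SD (n = 4). In IP the LPS libraries lie above the saline libraries for each transcript, as for Hk1 with means of 299.8 and 138 CPM.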

Given their relatively low mitochondrial content, ECs primarily rely on glycolysis for energy production [55]. HK1 mediates the initial step of glycolysis by phosphorylating D-glucose to D-glucose 6-phosphate, a key precursor not only for glycolysis but also for biosynthetic pathways, such as the pentose phosphate pathway (PPP). The intracellular localization of HK1 is a critical determinant of glucose metabolism and metabolite generation, as demonstrated in macrophages [56]. While metabolic reprogramming, characterized by enhanced glycolysis and reduced oxidative phosphorylation, occurs in immune cells and ECs during inflammation, EC metabolism appears somewhat similar across vascular beds [57]. Mice treated with the nonmetabolizable glucose analog 2-deoxy-D-glucose, a competitive inhibitor of glycolysis to restrict glycolytic flux, show improved cardiovascular function and mortality in polymicrobial-induced infection [58]. While not explicitly studied here, the translational repression of glycolysis-associated proteins may function as an adaptive mechanism to limit the endothelial proinflammatory phenotype, suggesting additional levels of co-translational regulation in the endothelium following LPS treatment. These may include processes such as removing and degrading defective or damaged mRNA transcripts that can trigger ribosomal stalling, or the misfolding of nascent proteins targeted for degradation by the ubiquitin-proteasome system. Alternatively, this pattern may reflect a temporal phase in which transcripts are loaded onto polysomes but active translation has not yet occurred, or in which protein abundance remains below the detection threshold.

**Table 2:** Summary of discordant protein group and gene transcript identifications (IDs) after filtering, exporting ingenuity pathway analysis mapping, and alignment of datasets in excel

Discordant data IDs	Log 2 ratio (IP LPS v IP Sal)	Log2 ratio (IN LPS v IN Sal)
Protein up reg IDs	59	20
Transcript down reg IDs	85	192
Protein up reg and transcript down reg IDs	22	7
Protein down reg IDs	270	8
Transcript up reg IDs	422	64
Protein down reg and transcript up reg IDs	79	4
Total IDs	1,357	1,104

Protein groups were filtered based on 1.2-fold change in the up- and down-regulated (Reg) abundance, while transcriptomic data were filtered based on s 1.5-fold change in expression. Discordant regulation was defined by directionality of the log2 ratio (1.2 and 1.5 fold change, respectively) and had no associated p- or q-value. All discordant data are available in Tables S4 (IP LPS v IP Sal) and S5 (IN LPS v IN Sal) under the “Discordant” tabs of the Excel workbook. The light gray sections of the table represent aligned transcript-protein pairs showing discordant data (also available in Tables S4, S5 under dedicated Excel tabs). These reflect disruptions in the expected flow of the central dogma, where transcript and protein levels do not correlate. In contrast, the white sections display discordant proteins or transcripts analyzed independently. A notable distinction is observed between sample types: whole heart homogenates exhibited 4 vs. 7 discordant features, while the endothelial-enriched fractions showed 79 vs. 22, more than a 3-fold difference, suggesting perturbed endothelial cell-specific translation in response to LPS. 

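Pairs with a protein increase above 1.2-fold and a transcript decrease above 1.5-fold numbered 21 in IP and 5 in IN by the gene-wise fits. By the same thresholds 227 proteins rose and 358 transcripts fell in IP, and 121 proteins rose and 352 transcripts fell in IN. Whether the fractions differ in the share of discordant pairs was not tested, since their protein values come from separate tables of the paper. From the larger number of discordant features in the endothelial-enriched fraction than in whole heart homogenates, the paper proposes that LPS perturbed translation specifically in endothelial cells.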

*IP* immunoprecipitation, *Sal* saline, *LPS* lipopolysaccharide, *IN* input

The initial focus of this proof-of-concept study was to establish this approach in the context of acute perturbation. While the present study has limitations, it also presents equally important possibilities for further development and adaptation. Limitations include the lack of temporal and LPS dose-response analyses, which could provide insight into the potential mechanistic steps involved in regulating this discordant dataset. Identifying these targets in the cell could open the possibility of adapting novel reporters specifically developed for the analysis of ribosomal stalling in a target-specific, physiological-response context in vivo [59]. The shortage of investigation into sex- and age-related endothelial responses to endotoxemia-induced vascular inflammation, which are clinically relevant. Although the mechanistic basis of sex differences remains unclear, several factors, such as estrogen’s vasoprotective and immunomodulatory actions, play a role. Estrogen increases the synthesis and release of endothelial-derived vasodilators such as nitric oxide and prostacyclin, and modulates the expression of pro-inflammatory mediators, such as C-reactive protein, and cytokine-induced neutrophil chemoattractant (CINC)−2β [60–63]. In the context of aging, the inflammatory response does not appear to be exacerbated, whereas the endothelial response is in response to LPS-induced endotoxemia. Endothelial-mediated vasodilation is impaired, and increases in biomarkers associated with endothelial glycocalyx injury and permeability were elevated sooner in older mice [64]. Finally, while we did not examine or correlate changes in our “functional translatome” with physiological function in vivo, we aligned our protocol with the prior study, which used the ex vivo technique of retrograde perfusion of an isolated heart. However, our multi-omics approach to investigate cell-specific co-translational regulation by modifying the translating ribosome affinity purification (TRAP) approach in vivo, lends itself to future cardiovascular-related studies, by breeding the RiboTag (*Rpl22*^*HA*/+^) line with different cell-type specific Cre-driver lines, to support comparative analysis of in vivo or ex vivo function and cellular crosstalk in a number of different cardiovascular developmental and disease models. Consequently, this study highlights the utility of our “functional translatomics” discovery approach in enabling deeper, predictive analysis of disease pathways and interventions based on co-translational regulation. This strategy integrates cell-type-specific proteomic and transcriptomic data to identify co-translational regulatory events and offers a clearer understanding of how regulatory networks coordinate protein expression at the interface of transcription and translation. Furthermore, this approach advances our understanding of translational quality control checkpoints involved in the production of functional proteins and facilitates the identification of concordantly and discordantly regulated signaling networks during the emergence of newly activated pathways.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

## Data Availability

The proteomics dataset is available via the MassIVE data repository, a full member of the ProteomeXchange Consortium ([Welcome to MassIVE](https:/massive.ucsd.edu/ProteoSAFe/static/massive.jsp)). The MassIVE dataset identifier is MSV000095131. The transcriptomic dataset is available via the NCBI Gene Expression Omnibus repository at [https://www.ncbi.nlm.nih.gov/geo](https:/www.ncbi.nlm.nih.gov/geo) under the accession number GSE273368. All other data is contained within this published article (supplementary files).

## Abbreviations

IP: Immunoprecipitation
RiboTag_EC_: Cdh5CreERT2
LPS: Lipopolysaccharide
Ribo-Seq: Ribosomal proteomics and profiling
RiboTag: Ribosomal protein epitope-tagged transgenic reporter mouse
IN: Input
Sal: Saline
TEAB: Triethylammonium bicarbonate
TMT: Tandem mass tag
PBST: Phosphate-buffered saline with tween-20
TBST: Tris-buffer saline with tween-20
PCA: Principal component analysis
IPA: Ingenuity pathway analysis
GSEA: Gene set enrichment analysis
EC: Endothelial cell
TRAP: Translating ribosome affinity purification
RFPs: Ribosome footprints
HA: Hemagglutinin
PKM: Pyruvate kinase
HK-1: Hexokinase-1
FBP2: Fructose-1,6-bisphosphatase isozyme 2
PGK1: Phosphoglycerate kinase 1
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
PPP: Pentose phosphate pathway
FDR: False discovery rate

# Supplementary material for: Co-translational profiling in the cardiac endothelium in response to LPS-induced inflammation in female mice in vivo: a proof-of-concept approach
**Source:** Mol Cell Biochem. 2026 Apr 28;481(6):2381–98. doi: 10.1007/s11010-026-05551-9
**Supplement:** Supplementary file 6 — Supplementary Material 6

**Supporting information for:**

**Article title:**

**Co-translational profiling in the cardiac endothelium in response to LPS-induced inflammation in female mice *in vivo*: a proof-of-concept approach**

**Authors:**

Chad M. Warren^1^, Bhairavi Swaminathan^1^, Paulina Langa^1^, Stephanie R. Villa^1^, Walter C. Thompson^1^, Magdalena Chrzanowska^2,3,4,5^, Jan K. Kitajewski^1,6,7^, R. John Solaro^1,6^, Beata M. Wolska^1,6,8^, Paul H. Goldspink^1,6*^.

The supplemental information includes Figures S1 to S5 and supporting table descriptions

**Supplemental Figures**

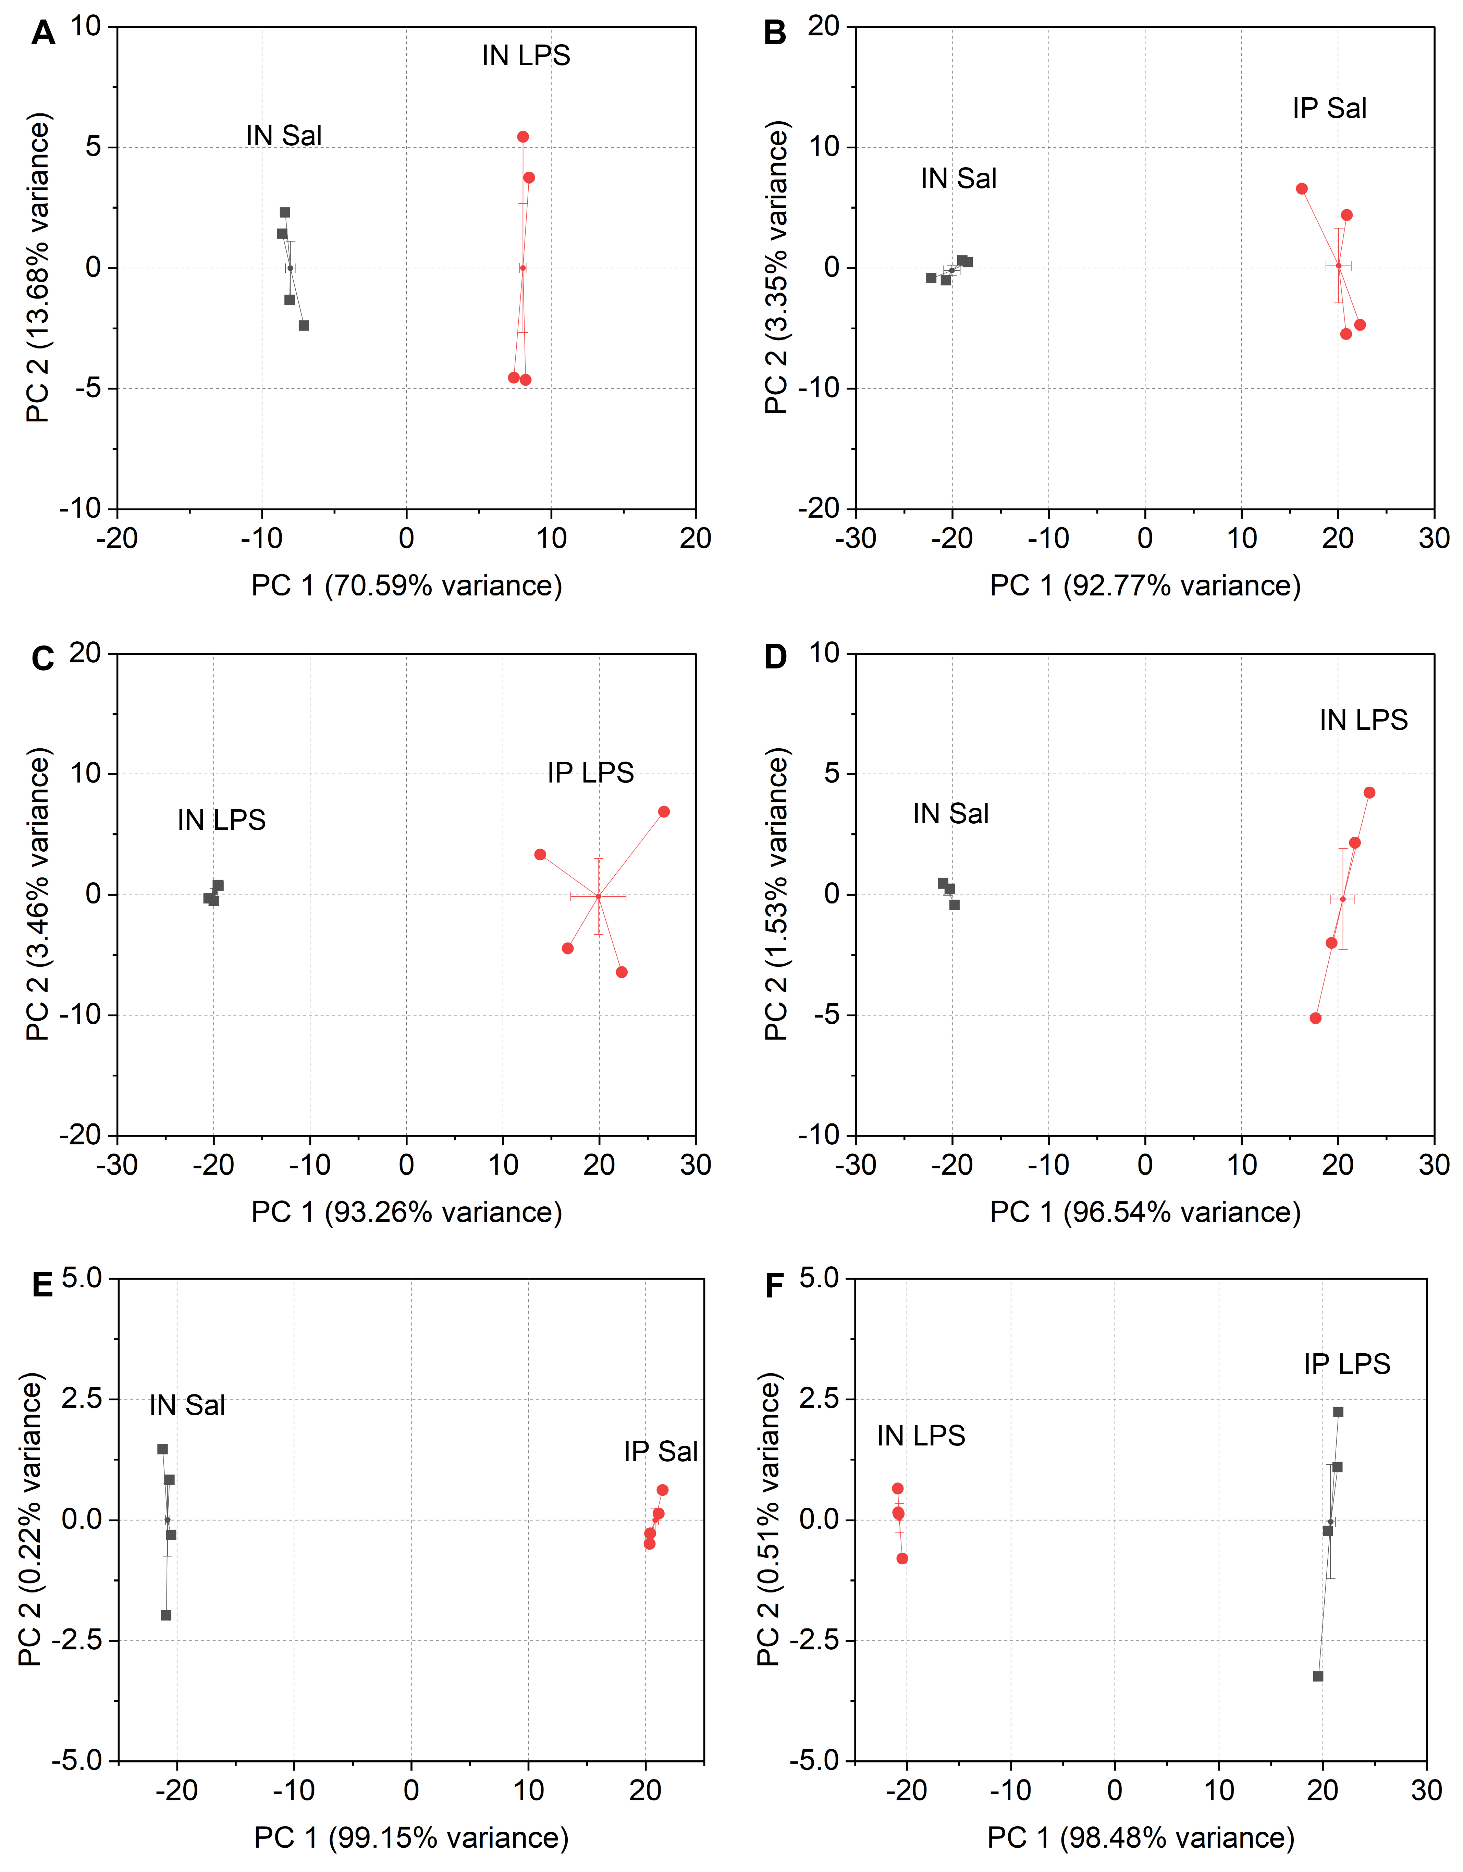

**Figure S1.** Principal component analysis (PCA) indicates distinct populations for multiple binary comparisons in proteomic and transcriptomic data. ***A-C****,* PCA analysis of proteomic data with error bars representing standard error and n=4. ***D-F****,* PCA analysis of transcriptomic data with error bars representing standard error and n=4. Groups were IN Sal, input saline; IN LPS, input lipopolysaccharide; IP Sal, immunoprecipitated saline; IP LPS, immunoprecipitated lipopolysaccharide. Each point represents an individual biological replicate, and lines connect replicates with groups. The percent variance explained by each principal component is indicated on the axis.

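Each panel places the 8 libraries of a binary comparison by the directions in which their transcript levels vary most, and the percent on an axis is the share of the total variance along it. That share depends on the genes and the scale that enter. Restricted to the 500 most variable genes on the log2 scale, PC1 held 89.2% in IP Sal vs IN Sal, 86.2% in IP LPS vs IN LPS and 90.5% in IN LPS vs IN Sal. With each gene scaled to unit variance, the IP against IN shares were 69.3% and 62.1%. The paper states that intensity or count data entered its PCA.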

**
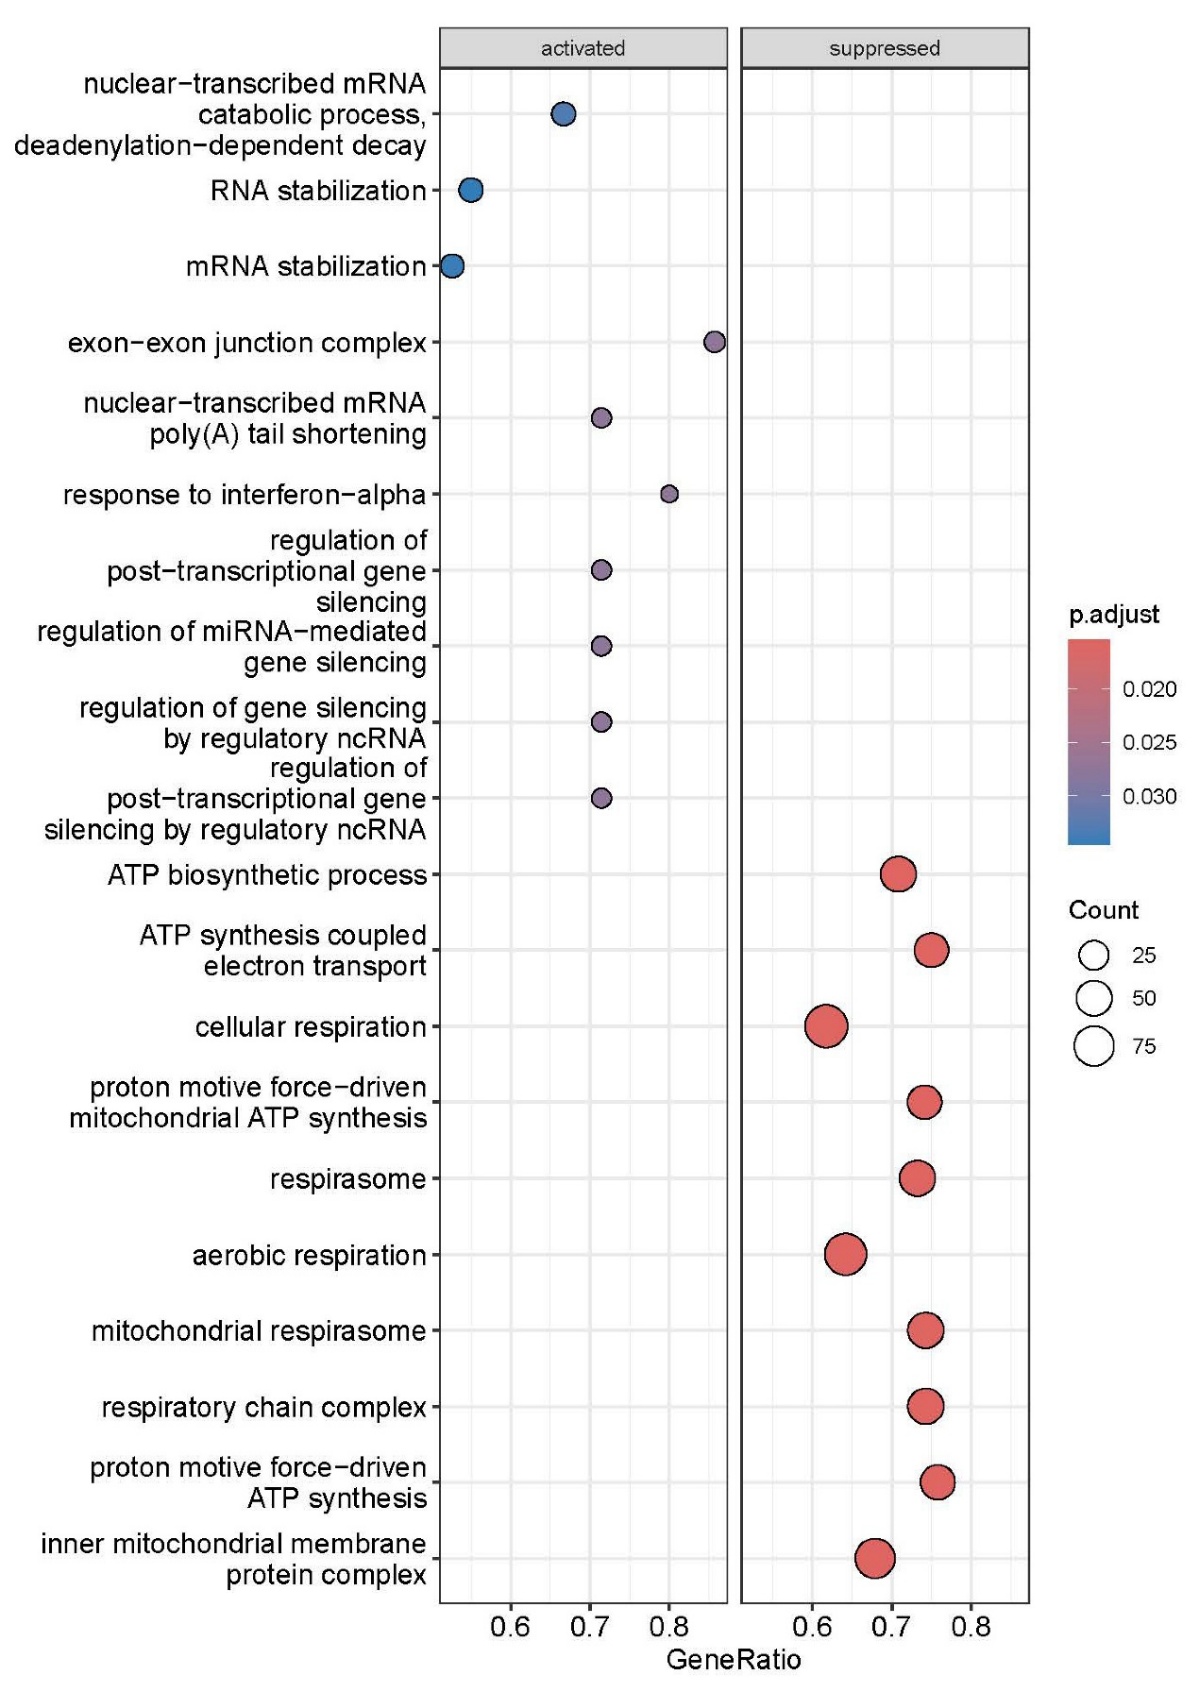
**

**Figure S2**. Dot plot showing the top 20 significant pathways that are enriched (left) or suppressed (right) in ECs after LPS treatment. Gene Set Enrichment Analysis (GSEA) was generated using ClusterProfiler from the IP LPS *vs.* IP Sal proteomic data. The size of the dots represents the number of proteins in each category, while the color of the dots represents the p-adjusted value, and the GeneRatio is the percentage of proteins in the leading-edge subset that actively contributes to the enrichment score.

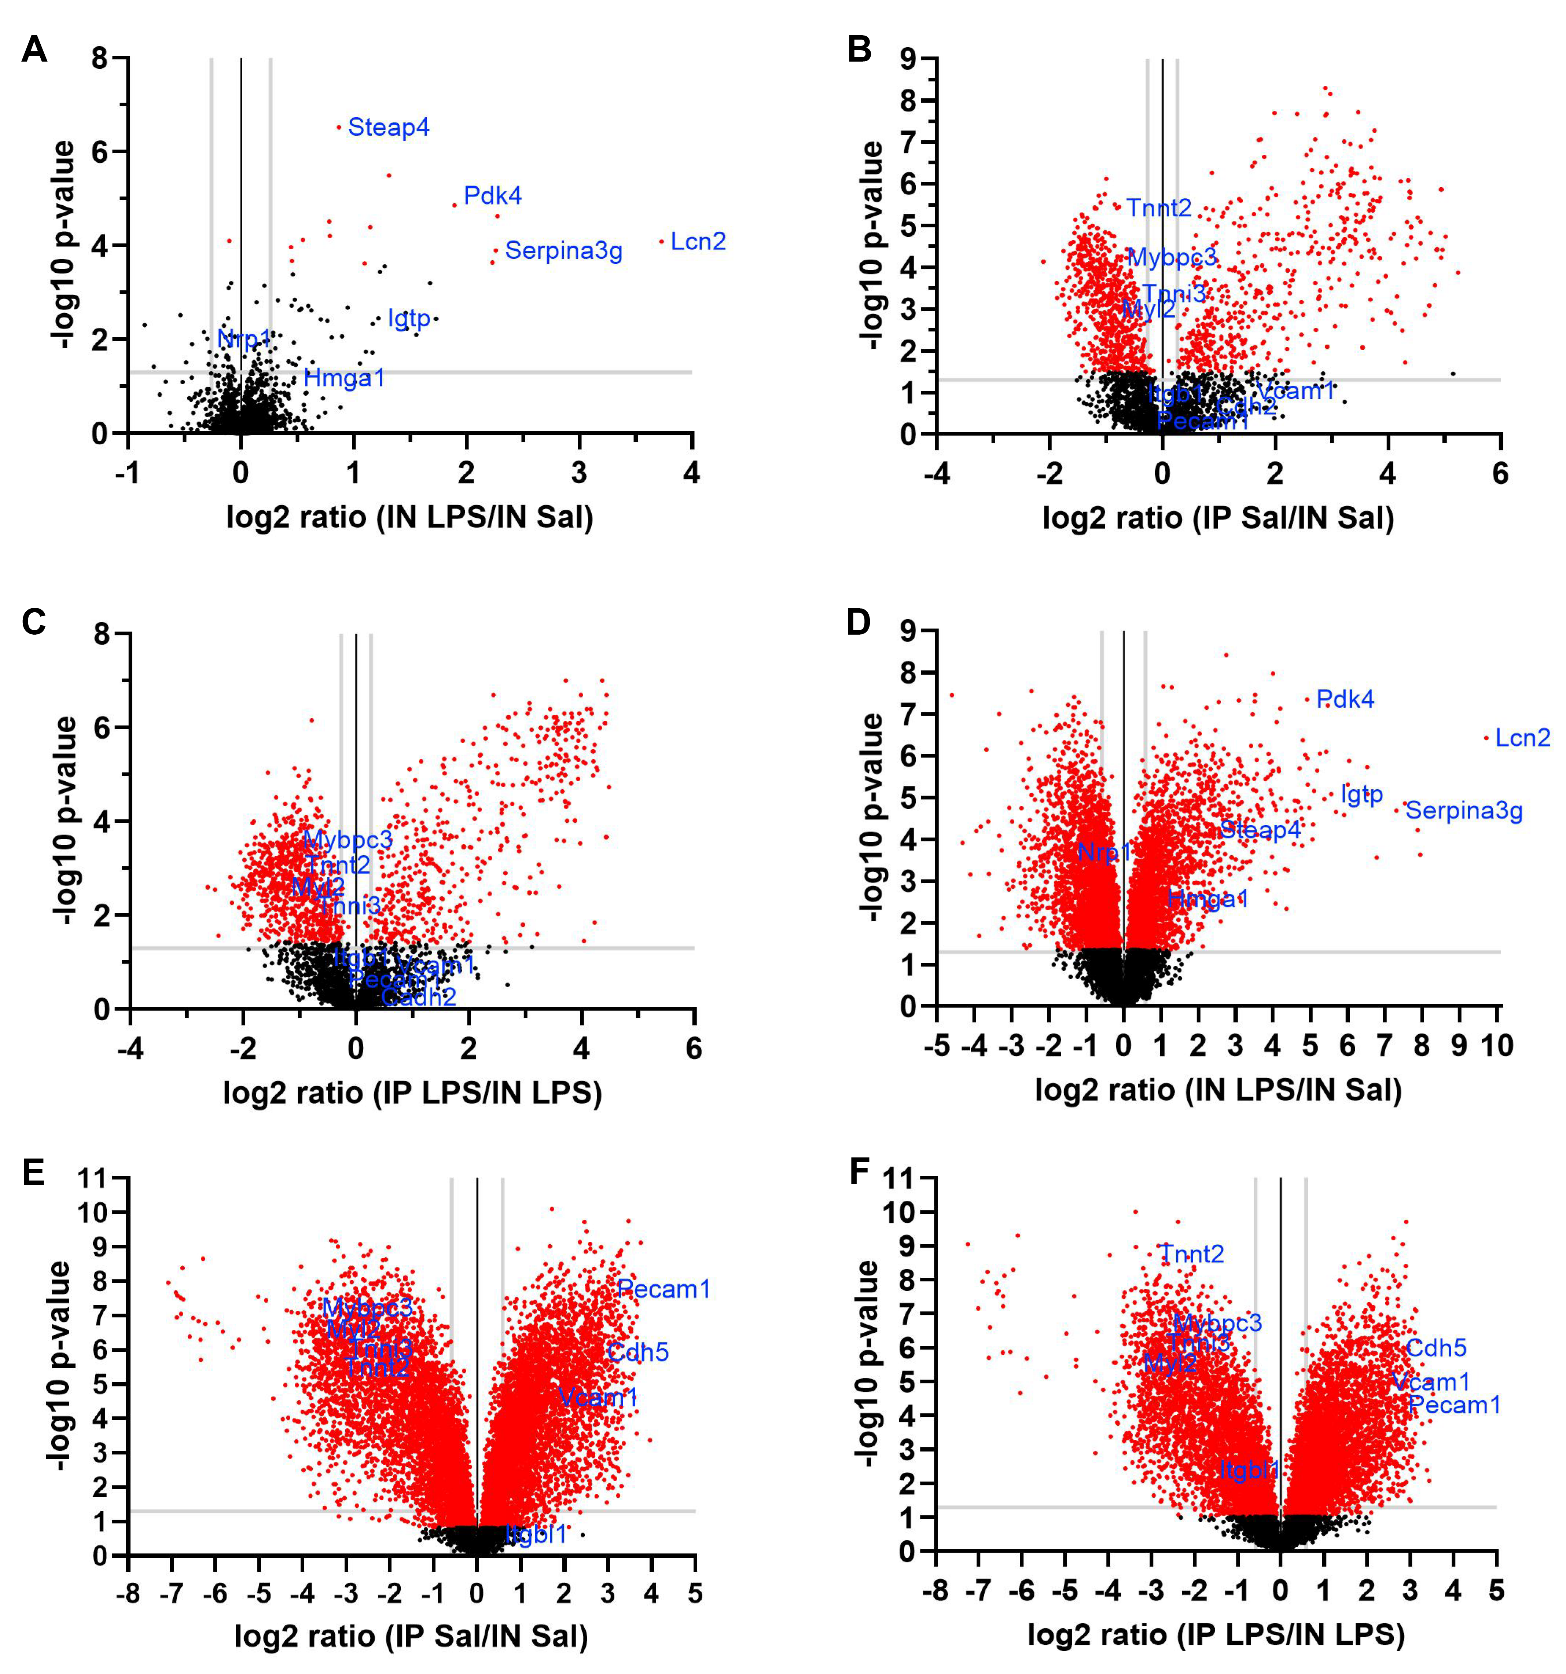

**Figure S3.** Volcano plots of differential abundance and expression across multiple binary comparisons in proteomic and transcriptomic datasets. ***A-C****,* Volcano plots of differential protein abundances, plotting -log10 p-values and Log2 ratio, n=4. Threshold lines indicate – log10 p-value < 0.05 and a > 1.2-fold change. ***D-F****,* Volcano plots of differential gene expression, plotting -log10 p-values and Log2 ratio, n=4. Threshold lines indicate – log10 p-value < 0.05 and a > 1.5-fold change. Groups were IN Sal, input saline; IN LPS, input lipopolysaccharide; IP Sal, immunoprecipitated saline; IP LPS, immunoprecipitated lipopolysaccharide. Red data points indicate a q-value < 0.05, based on a false discovery rate multiple-comparison correction using Benjamini, Krieger, and Yekutieli's two-stage step-up method.

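A volcano plot sets the log2 ratio of each gene against the p-value of its test, so that genes with large and reproducible changes lie at the upper sides. In IN LPS vs IN Sal, the labelled transcripts Igtp (chromosome 11, 58199556 to 58207591 of GRCm38) and Steap4 (chromosome 5, 7960457 to 7982213) rose by log2 fold changes of 5.75 (standard error 0.334, adjusted p = 1.72e-08, edgeR's quasi-likelihood test) and 2.44 (standard error 0.182, adjusted p = 1.68e-07, same test). Nrp1 (chromosome 8, 128358604 to 128503363) fell from 101 ± 13.9 to 38.5 ± 8.52 CPM (SD, n = 4), a log2 fold change of -1.38 (adjusted p = 5.84e-06, edgeR). Pdk4, Serpina3g and Hmga1 rose in IN by 5.00, 7.17 and 1.02 on the log2 scale.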

**
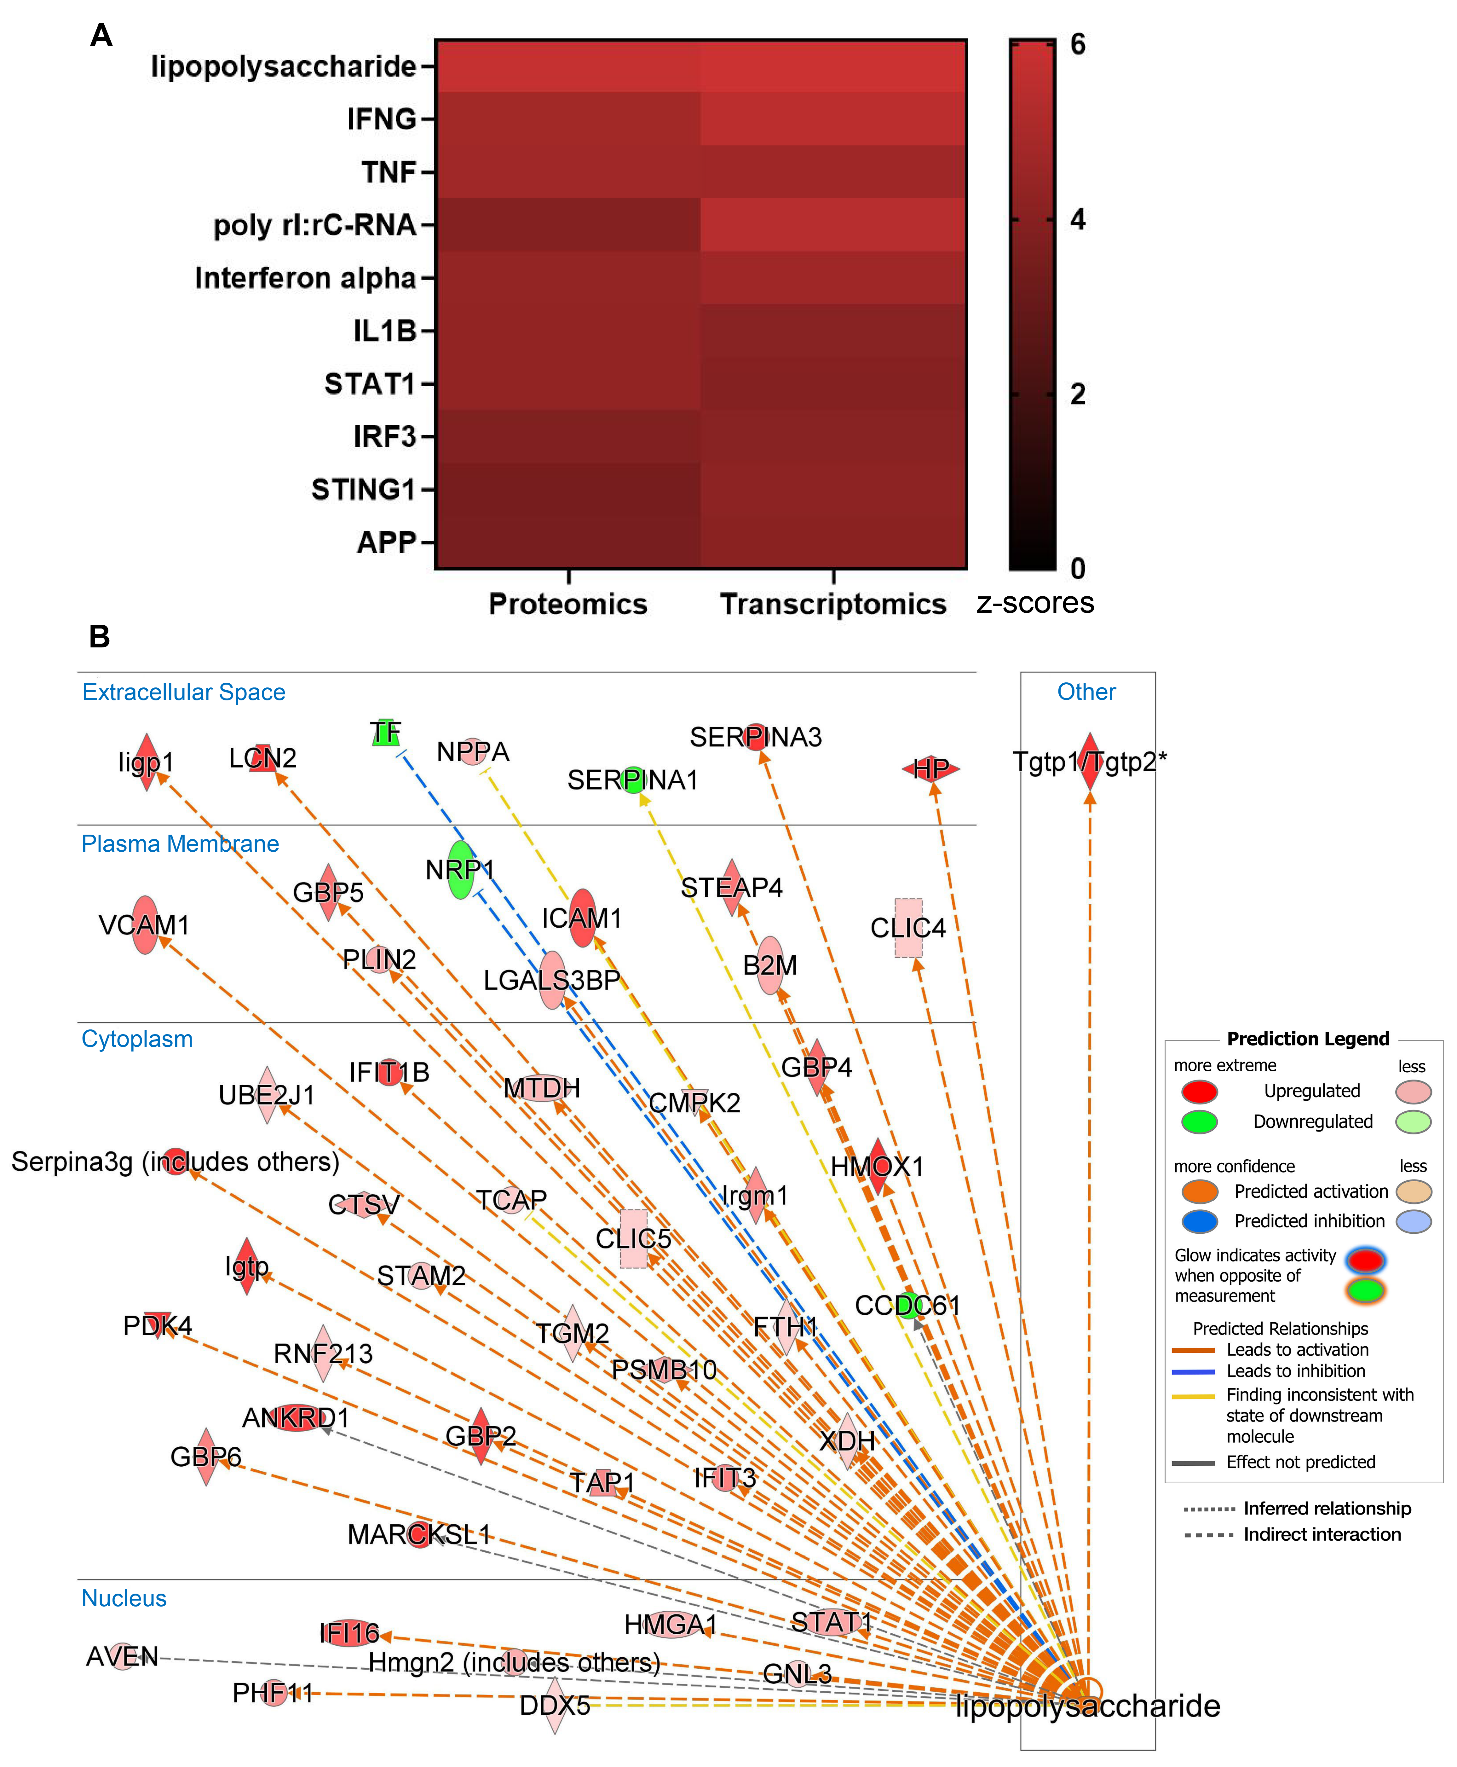
**

**Figure S4.** Ingenuity pathway analysis of concordantly regulated proteomic and transcriptomic datasets in whole-heart homogenates (IN LPS vs. IN Sal) showed that the predicted top upstream regulator was lipopolysaccharide. ***A****,* Heatmap of the top 10 upstream regulators in both proteomic and transcriptomic data, ranked based on a z-score. ***B****,* A diagrammatic prediction of the lipopolysaccharide subcellular pathway, with protein names and relative abundance depicted. Data are derived from the Log_2_ ratio of IN LPS/IN Sal proteomic concordant data. The upstream regulators are further separated into subcellular compartments, with the cytoplasm showing the greatest alteration. Upregulated proteins are shown in shades of red, downregulated proteins in shades of green, as indicated in the prediction legend to the right.

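An upstream regulator in this kind of analysis is inferred from the genes it is known to act on, not from its own level. Of the transcripts of the regulators shown for the whole heart and for IP, 10 were tested in IN LPS vs IN Sal, 9 of them higher with LPS and 5 called, all 5 higher. In IP LPS vs IP Sal, 9 were tested, 6 of them higher, with 3 called higher and 1 called lower. Their median log2 fold change was 0.76 in IN and 0.24 in IP.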

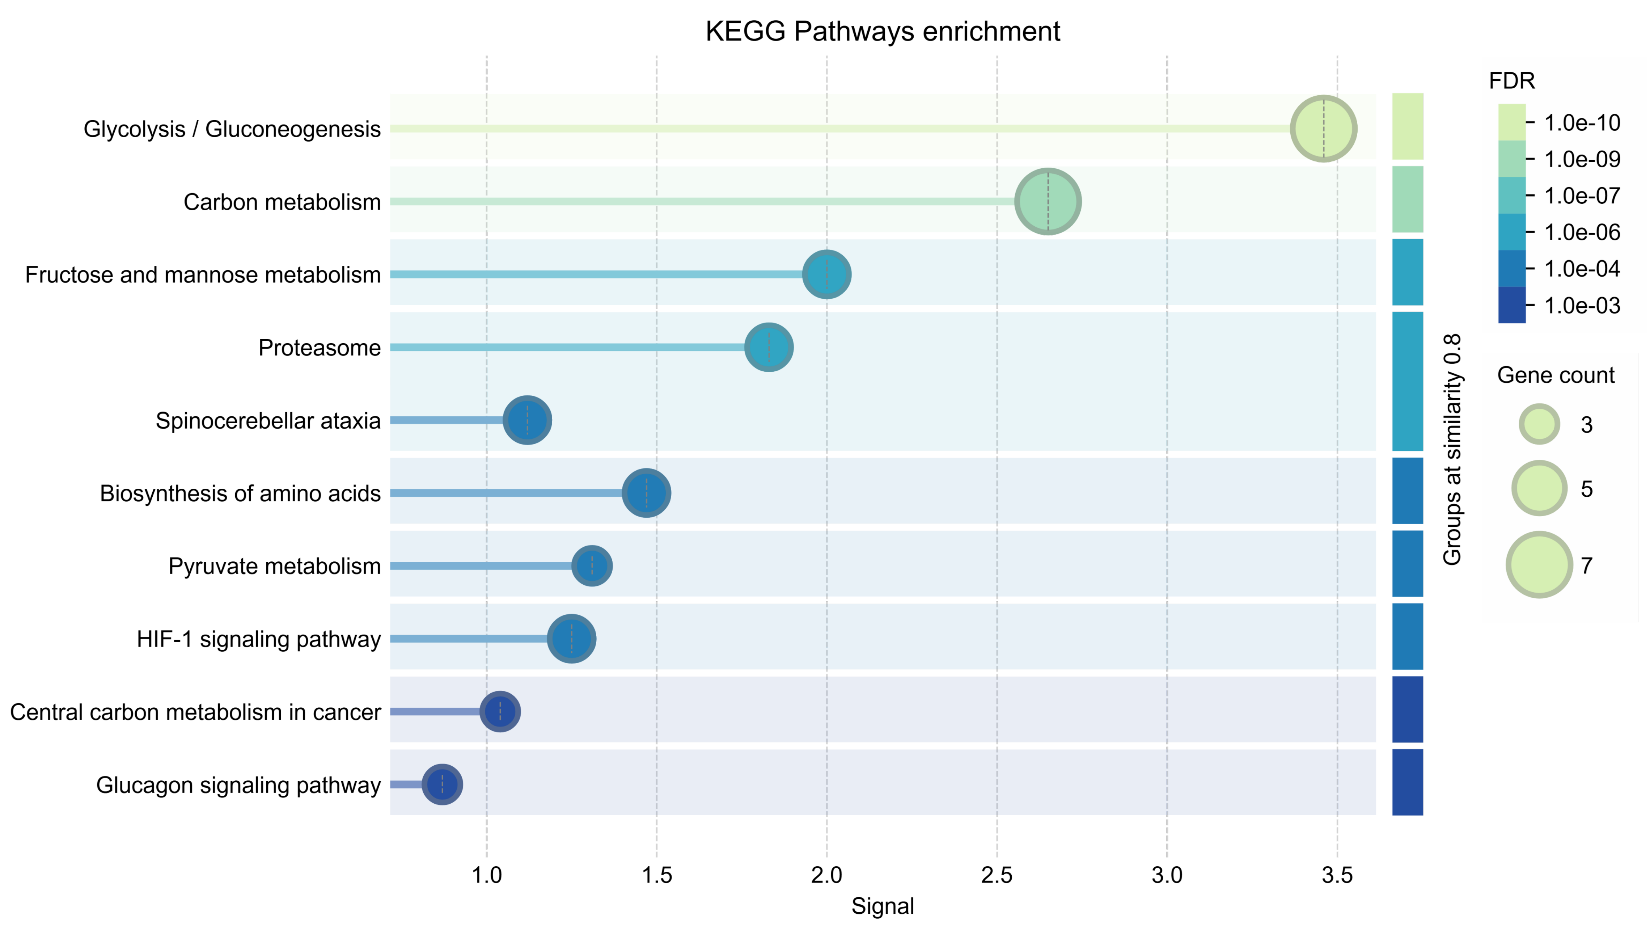

**Figure S5.** String-db.org was used to generate KEGG pathway enrichment for IP LPS vs. IP Sal discordant data (under a “Creative Commons BY 4.0” license), where protein abundance was down while transcript abundance was upregulated. The top 10 pathways are shown from the top cluster (+ Glucose catabolism), with their associated false discovery rate (FDR) color-coded and gene count indicated by the circle size. The signal on the x-axis is a weighted harmonic mean of the observed/expected ratio and the -log FDR, which aims to provide a more intuitive ordering of the enriched pathways. The terms were grouped by a default similarity score of > 0.8.

Supplemental Table Descriptions

**Table S1.** Ribosomal proteins that were identified in the IP fractions. 75 of the 80 predicted ribosomal proteins were identified in the IP LPS / IP Sal comparison, all with positive log-ratios (IP LPS / IP Sal), suggesting successful enrichment of endothelial cells, as the HA tag was attached to ribosomal protein L22.

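The table lists log ratios of ribosomal proteins from mass spectrometry, taken from immunoprecipitates in which the HA tag is on RPL22. The transcripts of 73 of the listed proteins were found by gene name in the counts. In IP LPS vs IP Sal their median log2 fold change was 0.57 (fry, adjusted p = 0.0102 over the 29 lists), with 73 of 73 higher and 35 called. Scaled by library size alone, the median was 0.24, with 60 higher and 13 lower, and the set did not pass 0.05 even before adjustment over the lists. In IN LPS vs IN Sal, 72 of 73 were higher and the median was 0.37. Rpl22 itself (chromosome 4, 152325742 to 152334071 of GRCm38) rose from 162.9 ± 8.86 to 210.1 ± 28.7 CPM in IP (SD, n = 4), a log2 fold change of 0.37 (standard error 0.116, adjusted p = 0.0229, edgeR), which is under 1.5-fold. Under 6 alternatives its adjusted p was above 0.05, as without IP Sal replicate 4 (log2 fold change 0.33, adjusted p = 0.0678), and it ranged from 3.31e-04 to 0.790 over all of them.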

**Table S2.** The complete quantitative proteomics data for all 4 binary comparisons are in 4 separate Excel workbook tabs. The 4 tabs are IP LPS v IP Sal, IN LPS v IN Sal, IP Sal v IN Sal, and IP LPS v IN LPS.

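The normalized transcript values of Table S3 are the deposited counts multiplied by the inverse of DESeq2's size factors over all 16 libraries. This was checked on 1992 of the 1999 transcripts used here of the IP LPS v IP Sal tab and on all 291 used here of the IN LPS v IN Sal tab; the remaining rows were not used here. The scale that relates counts to normalized values was the same for every checked transcript of a library, such as 0.560 for IP Sal replicate 1 and 1.06 for IP LPS replicate 3.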

**Table S3.** The complete quantitative transcriptomics (RNA-seq) data for all 4 binary comparisons are in 4 separate Excel workbook tabs. The 4 tabs are IP LPS v IP Sal, IN LPS v IN Sal, IP Sal v IN Sal, and IP LPS v IN LPS.

**Table S4.** The concordant and discordant data for the IP LPS v IP Sal comparison. There are 4 discrete Excel workbook tabs with concordant, discordant (all), Discordant P-up T-down, and Discordant P-down T-up.

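Each row pairs a protein group with the transcript of its gene and gives the log ratio of both in IP LPS vs IP Sal. The paper's tabs hold 1263 concordant and 1357 discordant rows, and 22 and 79 in the tabs for protein up with transcript down and for protein down with transcript up. With the paper's own transcript log ratios in place of the gene-wise fits, 1266 of the pairs had the same direction.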

**Table S5.** The concordant and discordant data for the IN LPS v IN Sal comparison. There are 4 discrete Excel workbook tabs with concordant, discordant (all), Discordant P-up T-down, and Discordant P-down T-up.

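In the corresponding tabs for IN LPS vs IN Sal, the paper lists 1518 concordant and 1104 discordant rows, and 7 and 4 in the tabs for protein up with transcript down and for protein down with transcript up. The gene-wise fits gave 5 and 3 pairs past these thresholds, with an exact match of gene names between the table and the counts.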

How the deposited data were processed for this re-analysis (not part of the article)

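RNA-seq libraries were made from hearts of RiboTag_EC mice 12 h after saline or LPS, with an input (IN) and an immunoprecipitated (IP) library from each heart and 4 hearts per treatment, which gives 16 libraries in 4 groups. The authors deposited a table of counts: for each gene name, the number of fragments assigned to its exons in each library. They aligned reads to the mouse genome with STAR and counted with featureCounts on the Ensembl GRCm38 annotation, by gene name and with no strand option named. The deposited values are whole-number counts without normalization or a filter. Of the gene names, 7 lie on more than 1 chromosome, and 37 are mitochondrially encoded. No column of per-sample values was left unused. The largest count of 4 Y-linked genes in any library was 1, and the smallest count of Xist was 16, in libraries that the paper states are from female mice. The log2 ratios and p-values of the proteins are those of the authors, taken from Tables S4 and S5; Table S3 was used only in part.

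Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Each binary comparison was fitted on its 8 libraries, with edgeR's filter on low counts, TMM scaling, quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a fold change above 1.5. The LPS effect in IP was compared with that in IN by an interaction term over all 16 libraries. Standard errors are the log2 fold change divided by the root of the quasi-likelihood statistic. Levels are CPM of the scaled libraries, and a prior count of 2 was used for log2 CPM. A fold change against a group in which each library had 3 counts or fewer is given as a lower bound. Principal components were computed on centred log2 CPM of the genes that passed the filter. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 was used for the pairs of proteins and transcripts and for the figures. Pairs were matched by gene name, and the number of pairs in a direction was compared with 100000 random re-pairings of the same values.

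Genes were named in the text by a rule: the 5 genes per direction with the largest change among called genes with a mean log2 CPM of at least 3 and no overlap between groups, every gene that the study names, and the genes of the lists. The lists of the study are the 4 marker lists of Fig. 3A (endothelial, cardiomyocyte, smooth muscle and fibroblast), the labelled transcripts of the volcano plots of Fig. 3 and Fig. S3, the LPS networks of Fig. 4B and Fig. S4B, the upstream regulators of Fig. 4A and Fig. S4A, the 5 named glycolysis transcripts and the ribosomal proteins of Table S1. Further lists were written from general knowledge: a second endothelial and a second fibroblast list, lymphatic endothelial cells, macrophages, pericytes, erythroid cells, neutrophils, B cells, T and NK cells, secreted hepatocyte products, mitochondrially encoded genes, nuclear non-coding RNA, glycolysis enzymes, muscle isoenzymes of sugar metabolism, the hypoxia response without glycolysis enzymes, the interferon response, endothelial activation, the glucocorticoid response and ribosome biogenesis. Lists were tested as sets with fry and with camera, and with camera alone where DESeq2 was used. Members not matched by name were RPS4Y1, Rps27 and Rps27rt, and Sting1 was matched as Tmem173. Some genes and 1 list of the study were tested, and count among the tests over which p-values were adjusted, but are not reported here.

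Alternatives set before the data were examined were DESeq2's size factors or library size alone in place of TMM, the test of DESeq2 1.42.0, no filter or at least 10 counts in every library, mitochondrially encoded genes left out, each library left out in turn, a replicate block, all 16 libraries in one fit, no fold-change filter, and the study's workflow (log2 of normalized counts, an unpaired test per gene and a two-stage step-up adjustment). For principal components they were the 500 most variable genes, unit variance and raw CPM, and for pairs the study's own transcript ratios and stricter sets of pairs. Thinning of all libraries to the smallest total was added after the data had been seen. The replicate block treats libraries of the same number as one heart. Across genes, the deviations of IP and IN libraries of the same number from their group means correlated at 0.105 to 0.260 with saline (other numbers, -0.209 to 0.0789) and at 0.0862 to 0.674 with LPS (other numbers, -0.588 to 0.310).

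The steps were tested on simulated data in which 200 genes were changed. In that test the edgeR steps recovered 94.5% of the changed genes with 7 false calls among 13797 genes tested. The interaction term recovered 84.0% with 10 false calls. The binary comparisons called from 4485 (IN LPS vs IN Sal) to 8776 genes (IP Sal vs IN Sal), far more than were changed in the simulation. The simulation therefore cannot show how TMM scaling performs when so many genes change. Depth limits genes with few counts: 11195 genes had at least 10 counts in every library. Proteomic spectra, images and blots were not used here.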

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

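The tests on IP LPS replicate 1 were chosen only after its distance from the other libraries had been seen, as were the size of the fall expected from background alone and the test of the glycolysis enzymes that the study does not name. The comparison of ratio levels between the named glycolysis transcripts and the cardiomyocyte markers was also made after the values had been seen. The other tests given here were written down before their results were seen.

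In 266 groups of 4 libraries (list means and levels of named genes), 21 had 1 library far from the other 3 by Dixon's ratio, where chance gives 13.3. By group these were 5 of 65 in IN Sal (chance gives 3.25), 1 of 66 in IN LPS (3.3), 5 of 67 in IP Sal (3.35) and 10 of 68 in IP LPS (3.4). All 10 in IP LPS were replicate 1. Its mean log2 CPM was lower for the named glycolysis transcripts (8.00, others 8.39 to 8.41), the hypoxia response (6.30, others 6.54 to 6.56), ribosome biogenesis (5.77, others 6.67 to 6.83) and the interferon response (7.55, others 8.54 to 8.58). Its CPM was lower for Grrp1 (175, others 290.6 to 300.1), Ifit1 (210.0, others 349 to 371), Pkm (898, others 991 to 1008) and Ybx3 (471, others 639 to 646), and higher for C1qa (12.3, others 5.45 to 6.29) and Sox18 (1003, others 171 to 313).

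Over 9093 genes the median distance of IP LPS replicate 1 to the other libraries of its group was 0.319, against 0.1195 to 0.207 for the other 15 libraries. A fault of that library alone is argued against by its IN library from the same heart: the deviations of both from their group means correlated at 0.674 across genes, against -0.588 to 0.310 for libraries of different hearts. More RNA from other cell types in that library cannot be told apart, since it is 1 library against 3: the log2 IP over IN of the cardiomyocyte markers (-2.75, others -2.90 to -2.78) and of the second fibroblast list (-1.63, others -2.02 to -1.64) was higher than in the other 3 hearts by less than their range, and that of macrophages (-2.62, others -3.11 to -2.40) and pericytes (-2.79, others -2.83 to -2.42) lay within it. A smaller response of that mouse to LPS is a candidate explanation: the slope of its LPS effect on that of the other 3 mice was 0.670 in IP, against 1.05 to 1.15 for them, and 0.8289 in IN. Whether this mouse received less LPS, or responded less, stays open.

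The other 11 outlying libraries were C1qa in IN Sal 4 (67.0, others 74.1 to 75.3 CPM), C1qc in IN Sal 1 (50.1, others 46.6 to 47.1), Myh6 in IN Sal 3 (6924, others 7719 to 7860), Gapdh in IN Sal 3 (3548, others 4069 to 4156), Ubd in IN Sal 2 (0.0722, others 0), Gja1 in IN LPS 3 (158, others 238 to 254), Cdh5 in IP Sal 1 (1725, others 1368 to 1405), Myh6 in IP Sal 1 (734, others 1050 to 1089), Serpinh1 in IP Sal 4 (464.5, others 608 to 633), Fbp2 in IP Sal 2 (1.495, others 2.91 to 3.16) and Kazald1 in IP Sal 4 (35.6, others 23.3 to 25.0). Their number over these 3 groups is close to the number that chance gives, and no explanation was tested for them.

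The LPS effect differed between IP and IN in 2286 genes by the interaction term. Among the lists it differed, as a median log2 difference, for the cardiomyocyte markers (0.36), the second endothelial list (-0.33), the glycolysis enzymes (0.73), the named glycolysis transcripts (1.84), the hypoxia response (0.62) and the interferon response (-0.96). Among single genes it differed for Fbp2 (1.84), Gapdh (1.52), Gja1 (1.69), Hk1 (2.11), Pgk1 (2.12) and Pkm (1.59). Scaled by library size alone, the cardiomyocyte difference was 0.02 (12 higher and 10 lower against 22 of 22 higher).

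For the lists of cell types, a larger share of RNA from other cells in the IP LPS libraries may contribute. The log2 IP over IN of the cardiomyocyte markers rose by 0.432 per heart with LPS, and the ratios of macrophages (0.493), pericytes (0.448) and the second fibroblast list (0.356) rose as well. The smooth muscle (0.134), Fig. 3A fibroblast (0.0841), erythroid (0.0779) and mitochondrial (0.0130) ratios moved less. As the whole cause of the fall of the endothelial ratios it is argued against. The share of background was assumed to equal the cardiomyocyte ratio under TMM scaling, whose rise nearly vanished with library size alone. On that assumption, background of 10.5% with saline and 14.2% with LPS would lower the endothelial ratio by a log2 of -0.0605. The endothelial lists fell by -0.384 and -0.326. Lower expression of the markers in endothelial cells would leave their ratio in place only if their IN signal were all endothelial. That was not tested. The fall of the ratio of the endothelial list (-0.384, exact permutation p = 0.0286) therefore cannot decide on lower expression, which stays open. One shift common to all transcripts is argued against by genes with a log2 ratio above 2, whose median change was -0.526 and -0.492 when ratio and change came from separate replicates. Over 12726 genes the ratio and its change correlated at -0.321 and -0.433. Changed translation or changed recovery of endothelial ribosomes was not tested and stays open.

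For the named glycolysis transcripts, RNA carried over from cardiomyocytes as the whole source is argued against by their ratio with LPS. Its mean log2 IP over IN was -0.224 (SD 0.146) in the LPS hearts, against -2.82 (SD 0.065) for the cardiomyocyte markers. Carry-over alone, at the rate of the markers, would hold it near their value. The ratio of the named ones rose by 1.83 per heart, more than that of the cardiomyocyte markers, a difference of -1.394 (exact permutation p = 0.0286, the smallest possible; adjusted over 78 pairs of lists 0.0507), but the study chose these on the same samples. The ratio of the 16 other enzymes rose by 0.580, and their difference from the cardiomyocyte markers was not shown (-0.148, exact permutation p = 0.114). For these enzymes a source in cardiomyocyte RNA cannot be told apart. A hypoxia response in endothelial cells is a candidate explanation. The 13 tested hypoxia transcripts outside glycolysis had a median log2 fold change of 0.98 in IP (fry, adjusted p = 8.54e-05 over the 29 lists). Their ratio rose by 0.581 per heart, which was not shown to exceed the rise of the cardiomyocyte markers (a difference of -0.149, exact permutation p = 0.314). That comparison does not test a source in cardiomyocytes, since these transcripts, unlike the markers, were not depleted from IP. Their mean ratio was 0.0468 with saline and lay between 0.476 and 0.748 in the LPS hearts. With library size alone the median was 0.66. Other drivers of the same genes were not tested and stay open.

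In genes that the paper does not discuss as groups, the glucocorticoid response rose with LPS by a median log2 of 3.99 in IP and endothelial activation by 5.93. The first had a median of 3.71 in IN, which is consistent with a response shared by endothelial and other cells. None of its 10 genes is in another list or named by the study, and 9 were counted in every IP Sal library. Of the 12 endothelial activation genes, 2 are in another list and named by the study, and 8 were counted in every IP Sal library. With at least 10 counts in every library, the median in IP was 3.58 for the glucocorticoid response and 4.67 for endothelial activation. The interaction for endothelial activation was 0.76 (fry, adjusted p = 0.163 over the 31 lists). Before adjustment over the lists it was past 0.05 only with the heart as a block (0.756), with camera on DESeq2's statistics (0.849) and without IP LPS replicate 1 (0.929). It was 0.344 without IN Sal replicate 1 and 0.0913 with at least 10 counts in every library.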

How the results depend on the processing

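The alternatives were set before the data were examined, apart from thinning, which was chosen after the data had been seen. No test here was chosen after its result was seen.

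The results at the paper's claims (25 results, 370 values under alternatives) kept direction and side of the threshold in 365 values, among them all 208 with 1 library left out. The exceptions follow. The smooth muscle markers with saline (0.65) passed 0.05, but not with the replicate block (0.651, adjusted p = 0.0812 over the 8 tests of the lists of Fig. 3A). Their mean per heart was below 0, so the pass does not show enrichment in IP. With fry, over the alternatives and libraries left out, their adjusted p ranged from 3.68e-05 to 0.0812. With DESeq2 (0.611, adjusted p = 0.231) the set test was camera, which did not pass on edgeR's fit either (0.461), so this exception reflects the set test. With LPS (0.39) they did not, but passed with the replicate block (0.361, adjusted p = 0.0105), and their adjusted p ranged from 0.0105 to 0.934. On library size alone, 7 glycolysis enzymes were called in place of 11, and 45 pairs had a fall in protein and a rise in transcript in place of 82 (re-paired mean 62.6, permutation p = 0.00821). For each of these the cause was not tested.

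With 1 library left out, called genes ranged from 8660 to 8816 for IP Sal vs IN Sal and from 7606 to 8261 for IP LPS vs IN LPS. The endothelial medians ranged from 2.57 to 2.70 and 2.34 to 2.47, and the cardiomyocyte medians from -3.505 to -3.16 and -3.04 to -2.95, with saline and LPS. The smooth muscle medians ranged from 0.58 to 0.71 and 0.25 to 0.54, and the fibroblast medians from -1.99 to -1.74 and -2.42 to -2.16. PC1 ranged from 81.1 to 83.4, 75.3 to 81.1, 68.3 to 74.7 and 70.5 to 74.7%. Without IP LPS replicate 1, 6182 genes were called with LPS in IP and 3189 by the interaction.

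In named genes, 1771 of 1807 values stayed on their side, 14 lost and 14 gained an adjusted p under 0.05, and 8 reversed. Fbp2 in IN reversed under the study's workflow (-0.0685), without IN Sal replicate 3 (-0.0250) and without IN LPS replicate 4 (-0.0466), in a range of -0.0466 to 0.0598 over the fits with 1 library left out. The interaction of Tmem173 reversed with library size alone (-0.280), and without IN Sal replicate 1 (-0.121), IN LPS replicate 1 (-0.0938), IP LPS replicate 2 (-0.0157) or IP LPS replicate 3 (-0.0146), in a range of -0.121 to 0.261 over the fits with 1 library left out. The cause was not tested.

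In the other lists, 629 of 649 values stayed on their side, 17 lost the threshold and 3 passed it, judged before adjustment over the lists. With DESeq2, where 4 lost it and 1 passed it, the set test was camera in place of fry. Of the 17, 12 were the endothelial interaction (-0.32, adjusted p = 0.105 over the 31 lists, fry), among them 9 with 1 library left out.

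Between LPS and saline, libraries share only a number. Their deviations correlated at -0.0780 to 0.100 in IP and -0.128 to 0.0778 in IN for equal numbers (others -0.136 to 0.0824 and -0.108 to 0.160), and the block gave 5114 and 4448 called genes. Beyond the changes named beside results, the block moved Rpl22 (0.36, adjusted p = 0.0545, edgeR) and Pkm in IN (-0.21, adjusted p = 0.0801, edgeR) past 0.05 (both under 1.5-fold), and no other named gene or list. The interaction called 2869 genes with the heart as a block, in place of 2286.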

Differences from the paper's values

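No value that the paper states for a measure computed here differs by the criteria set (more than the larger error and 1.5-fold, or a different sign for a signed value). Disagreements with statements of direction, ranking or membership are as follows.

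The balance of higher and lower transcripts differs from the paper's Table 1 in 3 places. For IN LPS vs IN Sal the paper gives 1647 up and 2066 down at a q-value under 0.05; here 2337 were called higher and 2148 lower, and of the alternatives set before the data were examined only the study's workflow gave more lower (1984 and 2533). For IP LPS vs IN LPS the paper gives more genes up than down; here 3821 were called higher and 4065 lower, and only library size alone (5329 and 3127) and no fold-change filter (4574 and 4557) gave more higher. For pairs with the same direction in IN the paper gives 702 up and 816 down; here they were 801 and 725, and only the study's workflow (705 and 824) and the study's own transcript ratios (702 and 826) gave more down.

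The paper states that markers of other cell types were depleted in IP. The smooth muscle markers of Fig. 3A had median log2 fold changes of 0.65 with saline and 0.39 with LPS, with 4 and 3 called higher and 3 and 2 called lower. The list holds Tagln2 (2.65 and 2.47) and Hexim1 (0.65 and 1.40), which are not specific to smooth muscle. The mean over the 7 markers of the log2 IP over IN per heart was -0.242 with saline, below 0 in 4 of 4 hearts, and -0.107 with LPS, below 0 in 3 of 4, so mean and median go apart. Both medians were above 0 under each of the alternatives run for them. Of the fibroblast markers, Serpinh1 was higher in IP (0.78 and 2.10), as were Thy1 with saline (0.80) and P4ha1 with LPS (0.91). Gja1, a cardiomyocyte marker, was not called with LPS (-0.40, adjusted p = 0.134, edgeR); the replicate block gave an adjusted p of 0.0493 (-0.43), under 1.5-fold.

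Fig. 3A places Itgbl1 among the endothelial markers enriched in IP. It was not called with saline (0.52, adjusted p = 0.0757, edgeR) and was lower in IP with LPS (-1.53). With saline it was called higher with library size alone (1.23, adjusted p = 5.01e-04), without IP Sal replicate 2 (0.71, 0.0142) and without IP Sal replicate 3 (0.66, 0.0361), while without IP Sal replicate 4 it was 0.24 (0.321). Without a filter its adjusted p was 0.0169 at 0.57, under 1.5-fold.

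The paper labels C1qa in Fig. 3E among transcripts past its thresholds with LPS in IP. It was not called (-0.65, adjusted p = 0.0537, edgeR). It was called under the study's workflow (-0.74, 0.0388), with DESeq2 (-0.65, 0.0396), without a filter (-0.67, 0.0467), with at least 10 counts in every library (-0.67, 0.0467), with all 16 libraries in one fit (-0.64, 0.0383), with library size alone (-0.95, 0.0166) and without IP LPS replicate 1 (-0.98, 4.69e-04).

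The paper states that Lcn2 was the gene with the highest increase (Fig. 5B-C). Lcn2 rose 1382-fold in IP. Over all genes, not only those of the figure, Csf3 (at least 3206-fold higher) and Saa3 (4634-fold) rose more. Saa3 had few counts in IP Sal, and its log2 fold change moved from 12.18 to 13.16 without IP Sal replicate 4 and to 11.81 without IP Sal replicate 3.

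The paper states that over 2/3 of the genes differed between IP and IN. With the fold-change filter 61.9% with saline and 57.5% with LPS were called. Without it, 74.3% and 66.6% had an adjusted p under 0.05.

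On PC1 the transcript panels give about 99%, 98%, 95% and 97% in Fig. 3C and Fig. S1, read by eye, against 83.0%, 77.5%, 71.1% and 73.1% on log2 CPM. With raw CPM without a log the shares were 99.4%, 98.2%, 93.6% and 86.5%.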

Other observations

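The test of how many transcripts of the discordant pairs were higher in IP than in IN with saline, and the median of the macrophage list without the C1q transcripts, were chosen only after the results had been seen. The other tests were written down before their results were seen.

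For the pairs whose transcript rose while the protein fell, a chance pairing of values gives 117.4 pairs in IP, more than the 82 seen, and 4.142 in IN, where 3 were seen. The IP pairs are thus fewer than chance pairing gives, and those of IN are consistent with it. For shared direction chance pairing gives 44.7% in IP and 49.99% in IN, under the 48.05% and 58.2% seen. For the transcripts depleted from IP, taken as a set, a source in cardiomyocyte RNA cannot be told apart. When chosen in replicates 1 and 2, the 48 depleted transcripts had a median change of the ratio of 0.7725 in replicates 3 and 4, against 0.160 for the cardiomyocyte markers; chosen the other way round, 58 had 0.564 against 0.607. It is argued against for the 24 of the 82 transcripts that were higher in IP than in IN with saline.

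The C1q transcripts had a median log2 IP Sal over IN Sal of -2.76 beside -3.37 for the 10 other transcripts of the macrophage list, all 10 lower in IP, which is consistent with RNA from macrophages carried into the IP. Nuclear non-coding RNA had a median of -2.845 (-3.02 with LPS), which argues against RNA outside ribosomes passing into the IP as freely as bound RNA. Mitochondrially encoded transcripts had medians of -6.39 and -6.35, or -6.33 and -6.12 with genes at the floor set to their bound.

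More genes were called with LPS in IP than in IN. Deeper sequencing of IP is argued against as the cause, since libraries thinned to the smallest total gave 5160 called genes in IP and 4466 in IN. Gene length is argued against as the driver of the fold changes, with Spearman correlations of -0.1011 for LPS in IP and 0.0307 for IP Sal over IN Sal.

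The ribosomal protein transcripts rose in IP with LPS by a median of 0.574, with 73 of 73 higher (60 of 73 with library size alone, where the median was 0.242 and the set did not pass 0.05 before adjustment over the lists), and those of ribosome biogenesis by 1.378 (fry, adjusted p = 0.00429 over the 29 lists). Both are consistent with a rise of transcripts for ribosome production; in IN the medians were 0.37 and 0.95. The interaction was 0.24 for the ribosomal proteins (-0.11 with library size alone) and 0.43 for biogenesis (fry, adjusted p = 0.321 and 0.214 over the 31 lists).

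Each real split of the samples was compared with all 35 splits into groups of 4. Every other split mixes libraries of both real groups, so a large real difference widens the spread within its groups. Fewer calls in the other splits were thus largely fixed in advance and are no separate evidence. The real split was the 1 of 35 with a result as large for the called genes of the 4 binary comparisons and the interaction, the transcripts of both LPS networks (which the study chose on the real split), the glycolysis transcripts, and the lists of Fig. 3A except the smooth muscle markers with LPS. There 4 of 35 splits gave a median as large (0.39 for the real one, 0.468 for the largest other). Of the 8 splits that part IP and IN of all 4 hearts, the real one was the only 1 as large, and the next had 0.380. No other split gave a called gene; at an unadjusted p under 0.05 they gave at most 547, 1860, 2723, 1743 and 773 genes, against 10776, 9537, 7809, 7518 and 4622.

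Over the remaining lists, the medians in IP Sal vs IN Sal, IP LPS vs IN LPS, IP LPS vs IP Sal and IN LPS vs IN Sal were: second endothelial, 3.05, 2.69, -0.33 and -0.05; lymphatic endothelial, 1.32, 1.46, -0.45 and 0.08; second fibroblast, -2.04, -2.10, -0.28 and -0.53; macrophage, -3.23, -2.81, -0.65 and -0.82; pericyte, -3.06, -2.94, -0.65 and -0.94; erythroid, -2.05, -1.85, -0.70 and -0.91; muscle isoenzymes, -3.42, -2.78, 0.17 and -0.44; secreted hepatocyte products, -0.54, 0.46, 1.36 and 0.24; interferon response, 2.15, 1.05, 1.97 and 3.58. Neutrophil transcripts had medians of -2.60 (2 tested), -2.66 (7), 4.06 (3) and 4.42 (6), and B cell transcripts (3 tested) -2.76 with saline and -0.35 with LPS in IN, with an interaction of -2.25. T and NK cell transcripts passed the filter only over all 16 libraries, with 2 tested and an interaction of 0.05. The labelled transcripts of Fig. 3 had a median of 2.17 in IP and those of Fig. S3 of 4.99 in IN.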
